# A single-cell atlas of West African lungfish respiratory system reveals evolutionary adaptations to terrestrialization

**DOI:** 10.1038/s41467-023-41309-3

**Published:** 2023-09-13

**Authors:** Ruihua Zhang, Qun Liu, Shanshan Pan, Yingying Zhang, Yating Qin, Xiao Du, Zengbao Yuan, Yongrui Lu, Yue Song, Mengqi Zhang, Nannan Zhang, Jie Ma, Zhe Zhang, Xiaodong Jia, Kun Wang, Shunping He, Shanshan Liu, Ming Ni, Xin Liu, Xun Xu, Huanming Yang, Jian Wang, Inge Seim, Guangyi Fan

**Keywords:** Molecular evolution, Cell biology, Evolutionary developmental biology

## Abstract

The six species of lungfish possess both lungs and gills and are the closest extant relatives of tetrapods. Here, we report a single-cell transcriptome atlas of the West African lungfish (*Protopterus annectens*). This species manifests the most extreme form of terrestrialization, a life history strategy to survive dry periods that can last for years, characterized by dormancy and reversible adaptive changes of the gills and lungs. Our atlas highlights the cell type diversity of the West African lungfish, including gene expression consistent with phenotype changes of terrestrialization. Comparison with terrestrial tetrapods and ray-finned fishes reveals broad homology between the swim bladder and lung cell types as well as shared and idiosyncratic changes of the external gills of the West African lungfish and the internal gills of Atlantic salmon. The single-cell atlas presented here provides a valuable resource for further exploration of the respiratory system evolution in vertebrates and the diversity of lungfish terrestrialization.

## Abstract (web summary)

The water-to-land transition of vertebrates is a landmark event in evolutionary history. This work utilizes single-cell RNA sequencing to explore the adaptations in African lungfish lungs and gills to terrestrialization.

## Introduction

The water-to-land transition of vertebrates—Terrestrialization—is a landmark event in evolutionary history that necessitated various adaptations to allow respiration in an aerial environment^1–5^. While gas exchange via gills facilitates respiration in water, a lung or swim bladder allows air breathing in a subset of fish species. Morphological and molecular data suggest the lung and swim bladder are homologous organs^2,5,6^. The first lung emerged in a common ancestor of ray-finned (Actinopterygii) and lobe-finned fishes (Sarcopterygii). The lung of ray-finned fishes was replaced (but retained by bichirs and the reedfish of the basal order Polypteriformes) by an air-breathing swim bladder still present in holostei fishes (the bowfin and gars) that was further repurposed by teleost fishes to facilitate buoyancy and, in some species, act as a sensory organ^2,5,7,8^.

Lungfishes, a group of lobe-finned fishes, emerged around 400 million years ago and are the closest living relatives of tetrapods^9^. While it is appreciated that extant lungfish species have diverged in various ways since their Devonian origin^9,10^ they nevertheless, as their name indicates, possess bimodal respiration with gills for water breathing and lungs for air breathing. Understanding the respiratory characteristics of basal fish species with bimodal respiration promises to reveal insights into fundamental adaptations associated with early tetrapod terrestrialization and fish evolution^1–5^.

There are six extant species of lungfish in three genera: the Australian lungfish (*Neoceratodus forsteri*) has a single lung, while the South American lungfish and four African species (*Protopterus* spp.) have two lungs^11,12^. African lungfishes and the South American lungfish are obligatory air-breathers—they depend on lung respiration and show limited oxygen uptake via their gills (i.e., their gills may be more important for carbon dioxide elimination, with species-specific differences observed)—while the Australian lungfish respires via its gills unless lung respiratory behavior is evoked naturally during short-term courtship behavior and flow events or experimentally by hypoxic water conditions^9^.

A remarkable physiological characteristic of the African lungfishes is dormancy during the dry period that can last for months to years. To survive this hostile environment, they cease food and water intake and their blood pressure, heart rate, and respiration fall to low levels^9^. During this time, their gills are rendered non-functional for respiration, and these lungfishes rely exclusively on their lungs^13^. This process has been termed estivation by some investigators^14^. Others argue that ‘estivation’ is a misnomer since the Nigerian lungfish (*P. dolloi*) is an exception and does not downregulate its metabolism^9,15^. We will here employ the term terrestrialization coined by Perry and colleagues^15^ to cover the continuum of terrestrial dormancy in lungfishes—with the West African lungfish (*P. annectens*) representing the most extreme form akin to true estivation. While the terrestrialized South African lungfish resides in a burrow, African lungfishes form a mucus cocoon to counteract water loss and pathogen invasions^16–18^.

Molecular differences during African lungfish terrestrialization include immunologic adaptations associated with their cocoon and skin mucus^16,18^, the NOS/NO system^13,19^, and the expression of urea transporters^20^, aquaporins^21^, and hemoglobins^22^. Gene expression studies on lungfishes to date have considered bulk (homogenous) tissue from various organs. These include a combined transcriptome from various West African lungfish tissues^23^, a skin transcriptome of aquatic and terrestrialized Nigerian lungfishes^16^, and a combined heart and lung transcriptome of the East African lungfish^24^. While useful, de novo transcriptomes are a reduced representation of a genome and may not reliably or comprehensively capture the expressed gene set of a species if a genome is very large or complex^25^. Moreover, single-cell RNA-sequencing technologies now enable the full cellular diversity of organs to be characterized^26–29^. Two recent studies succeeded in sequencing, assembling, and annotating the >40-Gb genomes of the West African^4^ and Australian^30^ lungfishes. With two lungfish reference genomes in hand, it becomes possible to more systematically profile lungfish organs.

Here, we use single-cell RNA sequencing (scRNA-seq) to profile the transcriptional landscape of the lung and gill of the West African lungfish in aquatic and terrestrial environments. To validate cell-type-specific genes, we employ in situ hybridization (FISH). We also perform cross-species analysis to investigate the evolutionary conservation and heterogeneity of the West African lungfish lung and gill compared to fully terrestrial and aquatic species.

## Results

### A West African lungfish lung and gill cell type atlas

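Single-cell RNA sequencing counts from 48 libraries of West African lungfish were analysed, 21 from the lung and 27 from the gill. By the library labels, the lungs came from 3 terrestrialized and 2 freshwater animals, and the gills from the same 3 terrestrialized and from 5 freshwater animals. All libraries were made with DNBelab droplets except the 2 gill libraries of freshwater animal 2, which were made with the 10x Chromium kit. The authors mapped the reads to the lungfish genome with a gene set extended by transcriptome data, with Cell Ranger 3.0.2 for the 10x libraries and the DNBelab software for the others, and deposited counts of unique molecular identifiers (UMIs) per gene ID and cell barcode. The limits on genes per cell and the removal of doublets that the paper's methods describe are later steps that these counts do not include. Whether the removal of cell-free RNA described there had been applied to them was not tested. The total per library was 8685985 to 42045863 UMIs in freshwater lung (median 20735655), 4351759 to 14290893 in terrestrialized lung (median 9062590), 11528913 to 93631196 in freshwater gill (median 44112013) and 2468066 to 70308222 in terrestrialized gill (median 5542513).

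From these counts, cells with 200 to 5000 detected genes were kept, as in the paper. A comparison of single cells between libraries showed 9 pairs of libraries in which 21.0% to 95.3% of the cells probed had a single match that stood apart from all others, against 0% to 1.33% in the other 82 pairs. These pairs were taken to hold the same cells, and the library with fewer counts of each was left out. The 3% of cells per library with the highest doublet scores were also left out, and no correction for cell-free RNA was made. Cells of a tissue were integrated across animals with Seurat anchors on 2000 variable genes and 30 principal components, clustered at resolution 0.5, and each cluster was named by the paper's own marker genes. Expression is given as counts per 1000000 UMIs of a class (CPM) in each animal, and the animal is the replicate throughout.

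By the shares of reads on exons and between genes in Supplementary Data 1, the animals fall into 2 mapping batches. Batch A holds terrestrialized animals 1 and 2 and freshwater animal 1, batch B holds terrestrialized animal 3 and freshwater animals 3, 4 and 5, and the 10x libraries of freshwater animal 2 stand alone. Of the gene IDs with counts in batch B, 30389 had no UMI in any batch A library, and these IDs took 39.89% of the UMIs of batch B. Integration, clustering and tests between conditions therefore used the IDs detected in every batch, 34767 for the lung and 27864 for the gill.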

To study cell type diversity, we generated scRNA-seq data of lungs and gills from three West African lungfishes maintained under terrestrialized conditions for 33 days and three (Lung) or six (Gill) individuals from freshwater (Fig. 1a). 

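The counting kept 81707 lung cells and 111265 gill cells after the removal of doublets and of repeated libraries. Before these steps, 249463 cells of the 48 libraries had 200 to 5000 detected genes, with a median of 5398 cells per library and a range of 985 to 11623. Lung cells held a median of 951 to 4957 UMIs per library and gill cells 1086 to 5436, so that weakly expressed genes were measured less closely in the shallower libraries. The median number of genes per cell was 292 to 1746 over the libraries. Alveolar cells were the most numerous lung class outside the erythroid cells, with 10070 cells in terrestrialized animal 2 and 3674 in terrestrialized animal 3.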

We obtained 53,605 and 87,347 cells from 21 lung and 27 gill scRNA-seq libraries, respectively (Supplementary Fig. 1a, b) and detected more than 30,000 feature genes (Supplementary Data 1). The number of captured genes and cells is comparable to a bulk RNA-seq study of the East African lungfish lung^24^ and published single-cell datasets of other aquatic species^31–34^.

**Fig. 1:**
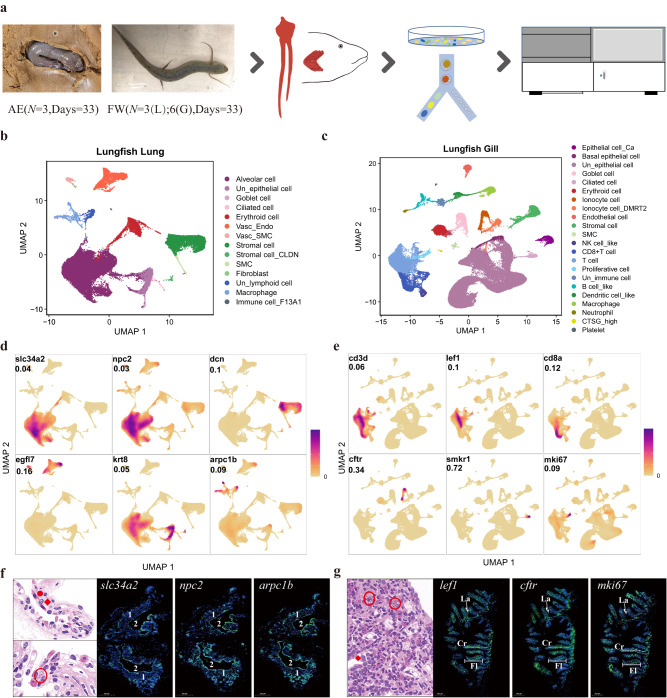
Single-cell transcriptional profiles of West African lungfish lung and gill under freshwater and terrestrialized conditions. **a** Experimental workflow in this study. AE denotes terrestrialization; FW, freshwater. L, lung; G, gill. **b** Lung cell landscape of 53,605 cells from terrestrialized and freshwater lungfish. Cells are shown by Uniform Manifold Approximation and Projection and color-coded by cluster cell type. Each dot represents a cell, and different colors are associated with specific cell types. Vasc_Endo, vascular endothelial cell; Vasc_SMC, vascular smooth muscle cell; SMC, smooth muscle cell; Un_epithelial cell, unclassified epithelial cell; Un_lymphoid cell, unclassified lymphoid cell. **c** Gill cell landscape of 87,347 cells from terrestrialized and freshwater lungfish. Cells are shown by UMAP and color-coded by cluster cell type. Each dot represents a cell, and different colors are associated with specific cell types. NK cell_like, Natural killer cell_like; Un_epithelial cell, unclassified epithelial cell; Un_immune cell, unclassified immune cell. **d** Cell type identification of six classical lung cell type markers (see Supplementary Fig. 1c for overall markers). Markers are shown by density plots. Values indicate the max density. The color scale is relative, ranging from 0 to highest density. **e** Cell type identification of six classical gill cell type markers (see Supplementary Fig. 1d for overall markers). Annotated as in (**d**). **f** Confirmation of scRNA-Seq cell type annotation results by H&E stanning and fluorescence microscopy image of African lungfish lung. Green, digoxigenin-labeled marker genes probes amplified using FITC-TSA; blue, DAPI (scale bar =  500 μm). (1) fibromuscular wall; (2), air sacs. On the H&E image, the red solid circle represents alveolar epithelial cells; red rhombus represents macrophage cells; red circle represents the lymphoid nodes. Each slide was repeated independently 3–5 times. Scalebar, 500μm. **g** Confirmation of scRNA-Seq cell type annotation results by H&E stanning and fluorescence microscopy image of African lungfish gill. Annotated as in (**f**). Fl, filament; Cr, cartilage; Wight arrows, lamella. Each slide was repeated independently 3–5 times.

We applied Seurat^35^ to identify marker genes and predict cell clusters and employed the unsupervised dimensionality reduction method UMAP^36^ to visualize the clusters. We identified 14 lung cell types and 22 gill cell types (Fig. 1b–e; Supplementary Fig. 1c, d) (Supplementary Data 2). 

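Marker genes named 11 cell classes in the lung and 18 in the gill. In the lung these were alveolar, stromal, erythroid, vascular endothelial, smooth muscle, goblet, ciliated and unclassified epithelial cells, macrophages, unclassified lymphoid cells and immune cells with *f13a1*. The gill classes included T cells, macrophages, neutrophils, platelets, proliferative cells, both ionocyte types, and goblet, basal, ciliated and unclassified epithelial cells. A cluster took the name of a cell type when at least 3 of its markers were over 2-fold above the median of the other clusters and the mean log2 fold of its markers was at least 1; where several types met this, markers among the 10 leading genes decided. In the libraries of terrestrialized animal 1 whose cells the authors' tables annotate, 94.3% of 1999 lung cells and 82.0% of 1999 gill cells lay in the class with the name of their annotated type. Types without a class of their own here count as misplaced in these shares, and 96.5% and 96.9% lay in the class most frequent here for their type. For lung cells annotated as erythroid, the most frequent class was the alveolar class, with 19 of 42 and 17 of 22 cells of its libraries, and 0 of them lay in the erythroid class, so these cells were placed differently here. The erythroid class held 44.8% of the lung cells of this animal, with *hbb* at 1776 CPM against 10175 to 37710 CPM in the other animals, and its name in the lung rests on the markers alone. The shares of agreement cover annotated cells alone. In 1 lung library of this animal 1495 cells were annotated, and 2959 passed the limits on genes per cell. For no annotated lung type was the erythroid class the most frequent, so the lung agreement says little about that class. No cluster took the name of B-like or NK-like cells at resolution 0.5. The CD8+ T cell type has 2 markers, fewer than a name needs, so no cluster could take its name. Of the annotated gill cells, 203 of 204 CD8+ T cells and 28 of 29 NK-like cells lay in the T cells, and 28 of 28 B-like cells lay in the unclassified immune cells.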

We also compared the lung and gill cell type repertoires, revealing broad cell type similarities as well as organ-specific cell types (e.g., alveolar cells in the lung) (Supplementary Fig. 1e). We next focused on cell type annotation and their marker genes.

In the lung, our analysis revealed epithelial cells, stromal cells, endothelial cells, and immune cells; with a large number of alveolar cells (selected marker genes are shown in Supplementary Fig. 1c). 

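Alveolar cells made up 68.5% ± 19.0 (SD, n = 3 animals) of the lung cells outside the erythroid class in terrestrialized and 52.9% ± 12.2 (SD, n = 2) in freshwater lungfish. Stromal cells followed with 8.84% ± 3.44 (SD, n = 3) and 17.3% ± 4.48 (SD, n = 2), and vascular endothelial cells with 8.23% ± 7.19 (SD, n = 3) and 10.3% ± 1.41 (SD, n = 2). Goblet cells, the mucus-secreting cells of the airway, ranged from 1.11% to 15.3% of the freshwater samples. Smooth muscle cells were 2.55% ± 1.85 (SD, n = 3) of the terrestrialized and 1.02% ± 0.626 (SD, n = 2) of the freshwater cells. Erythroid cells varied most, from 10.3% to 72.9% of all lung cells of the freshwater animals, and were left out of the total for that reason.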

Our cell type classification is consistent with an electron microscope study of the marbled lungfish (*P. aethiopicus*) showing obvious alveolar epithelium cells, elastic tissue, stromal cells, and blood vessels^37^. We identified alveolar epithelium cells in our data using the gene *slc34a2*, which has a phosphate transport function and is highly expressed in the apical membrane of human type II alveolar epithelium cells (ATII cells)^38,39^. 

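Alveolar cells of freshwater lungs held 895 ± 1066 CPM (SD, n = 2 animals) of *slc34a2* (Gene8907), the apical sodium-dependent phosphate transporter, against 61.3 ± 86.7 CPM (SD, n = 2) in the next class, the immune cells with *f13a1*. The median of the other lung classes was 22.5 CPM. *lpcat1* (LZX-Unigene11162-All-g), which makes the phosphatidylcholine of surfactant, was also highest in alveolar cells, with 589 ± 530 CPM (SD, n = 2) against 109 ± 143 CPM (SD, n = 2) in goblet cells. The wide SD of *slc34a2* lies between the freshwater animals of batches A and B, and alveolar cells had the highest level of the gene in each of them. Since clusters were named from these markers, the levels describe the classes and are no test of them. From the expression of this transporter in human type II alveolar cells, the paper reasons that the lungfish cells that express it are alveolar epithelium.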

Interestingly, morphometric and single-cell transcriptome appraisals of mammalian lungs suggest that they have a much smaller proportion of alveolar epithelial cells (about 20%) but additional alveolar and immune cell subtypes (about 40–60%)^28,40,41^. Terrestrial mammals harbor various alveolar cell types with canonical marker genes^42,43^, while expression patterns in our scRNA-seq data and electron-microscopy of the marbled lungfish^37^ did not effectively stratify further alveolar epithelium cell subtypes. Similarly, a recent cell atlas of *Xenopus* lung identified a single alveolar epithelium cell type^44^. The stromal marker decorin (*dcn*)^45^, an extracellular matrix protein, was used to classify stromal cells. 

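Decorin (*dcn*, Gene3550), a small proteoglycan of the extracellular matrix, reached 3371 ± 2299 CPM (SD, n = 2 freshwater animals) in stromal cells. Smooth muscle cells had 709 ± 333 CPM (SD, n = 2), and the median of the other lung classes was 49.1 CPM. Other matrix genes had the same order. Collagen type III (*col3a1*, Gene14870) was at 1976 ± 2074 CPM (SD, n = 2) in stromal and 127 ± 22.3 CPM in smooth muscle cells. The matrix protein gene *tgfbi* (Gene12335) was at 917 ± 135 CPM (SD, n = 2) in stromal cells and 258 ± 232 CPM in macrophages.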

The gene *arpc1b*, which plays a role in inflammatory diseases^46^ and has macrophage-specific expression in human GTEx data analyzed by the Human Protein Atlas^8^, showed high expression levels in lung macrophages. 

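Lung macrophages held 1842 ± 739 CPM (SD, n = 2 freshwater animals) of *arpc1b* (Gene4332), a subunit of the Arp2/3 complex that nucleates branched actin. Unclassified lymphoid cells came next with 940 ± 510 CPM (SD, n = 2), so its expression was not limited to macrophages. The median of the other lung classes was 97.6 CPM.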

We classified other cell clusters using general markers of erythroid cells (e.g., *hbb* and *hba2*), vascular endothelial cells (e.g., *egfl7* and *vwf*), epithelial cells other than alveolar epithelium (e.g., *krt8*, *krt17* and *gsta1*), and lymphoid cells (e.g., *sh2d1a*).

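The beta globin gene *hbb* (Gene28837) was at 15801 ± 3487 CPM (SD, n = 2 freshwater animals) in erythroid cells, and the alpha globin gene *hba2* (Gene4320) at 448 ± 448 CPM. *hbb* also reached 5532 ± 7104 CPM (SD, n = 2) in smooth muscle cells, and the median of the other lung classes was 1611 CPM, so UMIs of this gene occurred in every class. The anion exchanger of red cells, *slc4a1* (Gene5211), was at 474 ± 62.0 CPM (SD, n = 2) in erythroid cells.

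Vascular endothelial cells had 468 ± 15.1 CPM (SD, n = 2) of *egfl7* (Gene7433), a secreted endothelial protein, against 12.7 ± 8.84 CPM in immune cells with *f13a1*. *vwf* (Gene4227), which carries platelets to injured vessel walls, was at 1079 ± 784 CPM (SD, n = 2) in endothelial and 20.8 ± 11.0 CPM in stromal cells. Keratin 17 (*krt17*, Gene5768) reached 16968 CPM and the glutathione transferase *gsta1* (Gene9181) 3257 CPM in unclassified epithelial cells, a class with at least 20 cells in 1 freshwater animal. Keratin 8 (*krt8*, Gene18968) was highest in ciliated cells, with 2501 CPM in freshwater animal 3 alone, and goblet cells followed with 991 ± 1401 CPM. This ID had no count in batch A. The ciliated class of that animal had low levels of axoneme genes, so its name is uncertain. *sh2d1a* (Gene5282), the signalling adaptor of T and NK cells, was at 753 ± 353 CPM (SD, n = 2) in unclassified lymphoid cells and 65.9 ± 20.4 CPM in macrophages.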

We also identified various cell types in the gills of the West African lungfish (selected marker genes are shown in Supplementary Fig. 1d). 

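Immune cells made up 42.9% ± 24.2 (SD, n = 5 animals) of the gill cells and 5.94% ± 6.61 (SD, n = 5) of the lung cells of the same animals, with erythroid cells left out of both totals. The gill share parted by mapping batch, at 52.3% to 70.5% in batch A and 9.55% and 27.5% in batch B. The paper reports far fewer gill immune cells in replicates with added washing to remove blood. T cells were the largest immune class of the gill, with 39.1% ± 21.8 (SD, n = 3) in terrestrialized and 26.7% ± 23.8 (SD, n = 5) in freshwater animals. Their share was 6.45% to 15.2% in batch B and 33.6% to 65.2% in the other animals. Gill macrophages made up 6.45% ± 1.38 (SD, n = 3) and 3.58% ± 1.70 (SD, n = 5). In the lung, macrophages made up 4.26% ± 5.57 (SD, n = 3) and 2.95% ± 1.36 (SD, n = 2), and unclassified lymphoid cells 1.95% ± 2.67 (SD, n = 3) and 1.35% ± 0.134 (SD, n = 2). The gill share exceeded the lung share in each of the 5 animals, by 4.12 to 69.3 percentage points and by 37.0 on average (SE 12.7). An exact sign-flip permutation test over the 5 animals gave a two-sided p = 0.0625, the smallest p that the 32 sign patterns allow.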

The number of immune cells in the gill (under freshwater and terrestrialization conditions) is more than that of the lungs, likely because that its external gills are in direct contact with water and continuously exposed to toxins and pathogens. We identified major lymphoid cell types in the West African lungfish gill including T cell, CD8+ T cell, B cell and NK-like cell (Supplementary Fig. 1d). 

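Gill T cells had the highest levels of *cd3d* (Gene17955), a chain of the T cell receptor complex, with 722 ± 241 CPM (SD, n = 5 freshwater animals) against 451 ± 341 CPM (SD, n = 4) in proliferative cells. The kinase *lck* (Gene1602), which starts signalling from that receptor, was at 309 ± 186 CPM (SD, n = 5) in T cells and 250 ± 276 CPM (SD, n = 4) in proliferative cells; a second ID (Gene8652) was at 4.81 ± 4.03 CPM in T cells and highest in CTSG_high cells. The sialoglycoprotein gene *spn* (Gene3594) was at 418 ± 228 CPM (SD, n = 5) in T cells and 220 ± 118 CPM (SD, n = 3) in neutrophils. *cd8a* (Gene9276), the coreceptor of cytotoxic T cells, was at 248 ± 141 CPM (SD, n = 5) in the T cell class; this ID had no count in the animal of batch A. The medians of the other gill classes were 7.79 CPM for *cd3d* and 3.02 CPM for *cd8a*.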

We found the NK-like cell cluster expressed representative markers of mammal granzyme M (*GZMM*) and granzyme A (*GZMA*)^47,48^, as well as genes denoted NK cell type-specific in the molecular signatures database (MSigDB) (Supplementary Data 3). 

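The granzyme genes *gzmm* (Gene9706) and *gzma* (Gene10003), proteases of cytotoxic granules, were highest in the gill T cell class, which holds the NK-like cells here. *gzmm* was at 397 ± 246 CPM (SD, n = 5 freshwater animals) in this class and at 117 ± 108 CPM (SD, n = 4) in proliferative cells. *gzma* was at 412 ± 313 CPM (SD, n = 5) and 145 ± 147 CPM (SD, n = 4) in the same classes. The Fas ligand gene *faslg* (Gene2485), a death signal of cytotoxic lymphocytes, was at 41.7 ± 19.6 CPM (SD, n = 5) in T cells and 36.5 ± 10.5 CPM (SD, n = 3) in neutrophils, a difference smaller than the spread between animals.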

Rare cell types identified included platelet cells, which show high expression of *TIMP4* (the major inhibitors of matrix metalloproteinases in human platelets) and *F13A1* (coagulation factor XIII, A1 polypeptide). 

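Gill platelets held 2084 ± 1281 CPM (SD, n = 2 freshwater animals) of *f13a1* (Gene11125), the chain of coagulation factor XIII that cross-links fibrin. Proliferative cells came next with 58.3 ± 73.0 CPM (SD, n = 4), and the median of the other gill classes was 1.70 CPM. The integrin gene *itgb3* (Gene5606), part of the fibrinogen receptor of platelets, was at 464 ± 435 CPM (SD, n = 2) in platelets and 22.0 ± 8.46 CPM (SD, n = 4) in stromal cells. Platelets were 0.328% ± 0.322 (SD, n = 3) of the gill cells outside the erythroid class in terrestrialized and 0.450% ± 0.487 (SD, n = 5) in freshwater animals. *timp4* is not reported here, since no table used here pairs a gene ID with that name.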

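The clustering separated ionocytes marked by *cftr* from ionocytes marked by *dmrt2*, which made up 2.28% ± 1.32 and 1.76% ± 1.22 (SD, n = 5 freshwater animals each) of the gill cells outside the erythroid class. The chloride channel gene *cftr* (Gene3480) was at 635 ± 88.8 CPM (SD, n = 5) in the former, and the next class, erythroid cells, had 23.9 ± 18.8 CPM; a second ID (Gene44230) was at 4.98 ± 5.00 CPM in the same ionocytes. *slc26a4* (LZX-Unigene9832-All-g), the anion exchanger pendrin, was at 4708 ± 3765 CPM (SD, n = 5) in the *cftr* ionocytes and 15.1 ± 13.1 CPM in unclassified epithelial cells. The transcription factor gene *dmrt2* (Gene9604) was at 353 ± 153 CPM (SD, n = 4) in the other ionocyte type and at 73.5 ± 80.4 CPM (SD, n = 2) in Epithelial_Ca cells. Both types expressed the kidney-type chloride channel subunit *bsnd* (Gene2849), with 1168 ± 422 CPM (SD, n = 5) and 1179 ± 469 CPM (SD, n = 4), and less of its second ID (Gene22474), with 127 ± 283 and 161 ± 322 CPM. The proton pump subunit *atp6v1g3* (Gene17992), whose ID had no count in batch A, was at 2315 ± 1818 CPM (SD, n = 5) and 2288 ± 1647 CPM (SD, n = 4).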

We identified two types of ionocytes (ionocyte cells and ionocyte_dmrt2 cells), cells that regulate salt balance and show environment-induced gene expression plasticity of ion transporters^49^, agreeing with West African lungfish scanning-electron^50^ and immunofluorescence micrographs^51^.

To validate the cell types classified using marker genes, we performed H&E staining and RNA fluorescence in situ hybridization (FISH) on cross-sections of West African lungfish lungs and gills. The FISH results were consistent with the physiological structure of the marbled lungfish lung, the mammalian lung, and gill filaments of ray-finned fishes (Fig. 1f, g; Supplementary Fig. 1f)^37,52–55^. Moreover, Gene Set Enrichment Analysis (GSEA)^56,57^ of genes differentially expressed by cell types revealed largely cell-type specific enrichment, consistent with cell type classifications (Supplementary Fig. 2a, b; Supplementary Data 3).

### Cellular and molecular features of lungfish lungs during terrestrialization

Lungfish terrestrialization, observed in the South American lungfish and African lungfishes, is an episodic response to the extreme environment during dry periods and are reversible adaptive changes of the gills and lungs^9^. A period of dormancy (‘the maintenance phase’), which can last for years, then follows. While the West African lungfish is an obligate air-breather, its respiratory organs nevertheless show fundamental morphological changes during the maintenance phase: the paired lungs become expanded and better vascularized (e.g., see refs. ^13,17^).

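Gene expression in terrestrialized and freshwater animals was compared in 12 cell classes, 4 of the lung and 8 of the gill. Terrestrialized animals had spent 33 days in the maintenance phase. For each class the deposited UMI counts were summed over the cells of an animal, and an animal entered with at least 20 cells of the class. The lung comparisons had 3 terrestrialized and 2 freshwater animals. The gill comparisons had 3 terrestrialized and 5 freshwater animals, except for 4 freshwater animals in the DMRT2 ionocytes, proliferative and endothelial cells, and 2 against 4 in stromal cells. The comparisons of gill erythroid, endothelial and stromal cells were added after the data had been examined.

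Sums ranged from 5790947 to 23650939 UMIs per animal in lung alveolar cells, from 114094 to 2352078 in lung macrophages, from 249111 to 5618227 in gill ionocytes and from 5244033 to 19017632 in gill T cells. Weakly expressed genes were removed with filterByExpr, which left 19245 genes in alveolar cells and 2520 in gill endothelial cells, the most and the fewest. Counts were normalized by TMM and tested with edgeR's quasi-likelihood test, with the mapping batch and the condition as terms, two-sided and with Benjamini-Hochberg adjustment. The paper tested single cells, which counts each cell of an animal as a replicate. Its thresholds were a p-value of 0.05, for which it states no adjustment, and an absolute log2 fold change over 0.25. On simulated counts with known 4-fold changes, the test recovered 1.18% of the changed genes in the design of the alveolar cells, 29.2% in that of the gill ionocytes and 48.3% in that of the DMRT2 ionocytes. Levels beside a fold change are CPM after TMM normalization. Named genes are those the paper names for a comparison and up to 5 per direction with a gene symbol and a mean of at least 20 CPM that had the largest fold change among those that passed and went the same way within batches A and B.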

We performed scRNA-seq after 33 days at the maintenance stage, where the West African lungfish exhibit a lowered oxygen consumption and respiratory rate, and compared its expression to fish maintained in freshwater. We focus primarily on the lung since its comparatively similar structure during freshwater conditions should allow for more biologically relevant gene expression comparisons. 

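Alveolar cells were 15.6 percentage points more frequent in terrestrialized than in freshwater lungs (exact permutation test, two-sided p = 0.4), with differences of 17.1 points within batch A and 3.81 within batch B. Lung stromal cells were lower by 8.44 points (exact permutation test, p = 0.2), with −6.97 within batch A and −8.21 within batch B. In the gill, macrophages differed by 2.88 points (exact permutation test, p = 0.0536, adjusted p = 0.797), with −0.0584 within batch A and 5.32 within batch B. Immune cells taken together made up 50.9% ± 21.8 (SD, n = 3) of the terrestrialized and 35.6% ± 27.6 (SD, n = 5) of the freshwater gill cells, a difference of 15.3 points, and of 10.4 and 10.8 points within the batches (exact permutation test, p = 0.411). With erythroid cells counted in the total, this difference was 32.5 points (exact permutation test, p = 0.0179, the smallest possible).

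No cell class passed an adjusted p of 0.05 in either tissue, and none had an unadjusted p under 0.05. The 10 splits of 5 lung animals allow no p below 0.1, and the 56 splits of 8 gill animals none below 0.0179. Erythroid cells were 31.9% ± 21.8 (SD, n = 3) of all terrestrialized and 41.6% ± 44.3 (SD, n = 2) of all freshwater lung cells, and 7.28% ± 5.58 (SD, n = 3) and 37.1% ± 42.4 (SD, n = 5) of the gill cells, lower in terrestrialized animals within both batches of both tissues.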

Few discernible differences in lung and gill cell types were detected after 33 days at the maintenance stage compared to freshwater lungfish (Supplementary Fig. 3a). To further characterize molecular changes in cell types during West African lungfish terrestrialization, we performed differential gene expression analysis and observed more downregulated DEGs in 14 cell types of the lung and 16 gill cell types (Supplementary Data 4). 

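Gill ionocytes held the most genes past the test, with 26 higher and 20 lower in terrestrialized animals at an adjusted p under 0.05 from edgeR's quasi-likelihood test. The DMRT2 ionocytes had 3 higher and 3 lower genes, lung macrophages had none higher and 5 lower, and gill endothelial cells had 1 higher, *apoe*, and none lower. In lung alveolar, endothelial and erythroid cells and in gill T, proliferative, erythroid and stromal cells and macrophages, edgeR called 0 genes, and 229 to 842 genes had an unadjusted p under 0.05. At that threshold lower genes outnumbered higher ones in each of the 12 classes, as in gill T cells with 601 lower and 241 higher and in lung erythroid cells with 299 and 162. In each lung class the genes under it were fewer than the share of 0.05 of the tested genes that chance alone gives.

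DESeq2 on the same sums called more lower than higher genes in 7 of the gill classes, such as T cells with 177 and 73 and macrophages with 170 and 98. It called more higher than lower genes in gill erythroid cells, with 133 and 62, and in all lung classes, with 184 and 127 in alveolar cells, 40 and 35 in macrophages, 47 and 41 in endothelial cells and 84 and 80 in erythroid cells. Of the genes tested in a class, 47.2% to 56.3% had the same direction within batch A and within batch B. Camera ranked hemoglobin and heme genes down in lung alveolar and endothelial cells, gill ionocytes and T cells and the macrophages of both tissues, and with an estimated correlation in none of them (adjusted p = 0.489 to 0.959). The level of *hbb* in gill T cells was 10.7 ± 7.24 CPM (SD, n = 3) in terrestrialized and 846 ± 1114 CPM (SD, n = 5) in freshwater animals. Freshwater animals 1 and 2 carry this gap, with 2007 and 2124 CPM; within batch B terrestrialized animal 3 had 14.4 CPM and freshwater animals 3, 4 and 5 had 69.9, 8.74 and 21.8 CPM.

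**Figure D1:**
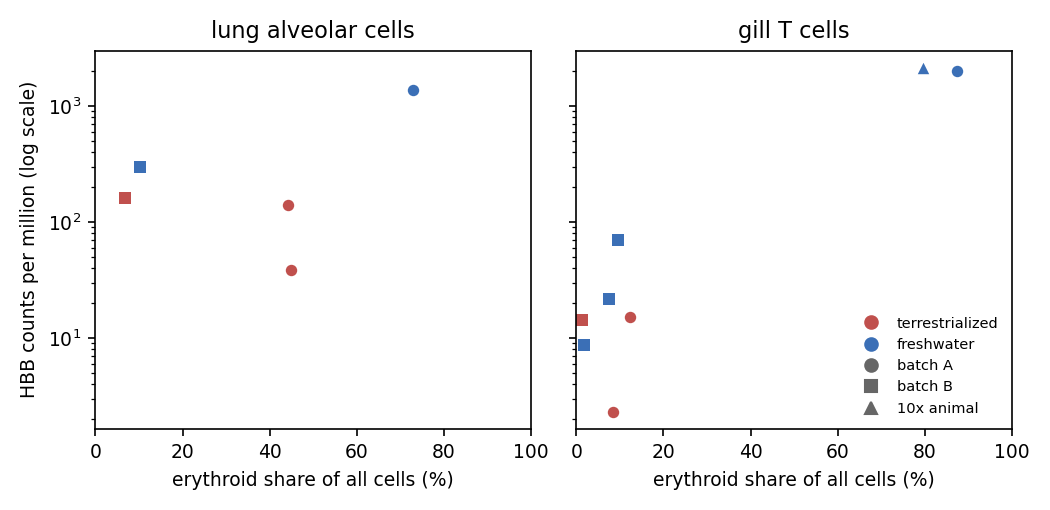
Level of *hbb* (CPM, log scale) outside the erythroid cells against the share of erythroid cells (percent of all cells) in each animal. Points are animals, coloured by condition and shaped by mapping batch. In gill T cells the gene ranged from 2.33 to 2124 CPM and in lung alveolar cells from 38.5 to 1380 CPM.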

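The erythroid form of aminolevulinate synthase, *alas2* (Gene1405), was at 767 ± 200 CPM (SD, n = 3) in terrestrialized and 1001 ± 478 CPM (SD, n = 2) in freshwater lung erythroid cells. The log2 fold change was −0.20 (SE 0.48, adjusted p = 0.999 from edgeR's quasi-likelihood test), with −0.02 within batch A and −0.45 within batch B. A second ID of the gene (LZX-CL8344.Contig1-All-g) had −0.66 (SE 0.52, adjusted p = 0.999 from the same edgeR test). In gill erythroid cells the values were −0.90 (SE 0.71, adjusted p = 0.676 from edgeR) for the former and −1.12 (SE 0.71, adjusted p = 0.589 from edgeR) for the latter ID. All 4 estimates lay below 0 in each batch, and none passed the test, also when adjusted over the list alone; the authors chose these genes on the same samples, so their direction is not independent evidence.

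The housekeeping form *alas1* (Gene16382) had no count in any batch A library, which leaves terrestrialized animal 3 to carry its condition. In a fit of all gene IDs, chosen after the data had been examined, its log2 fold change was −1.46 (SE 0.78, adjusted p = 1 from edgeR) in the lung and −1.66 (SE 0.73, adjusted p = 0.536 from edgeR) in the gill. Of 12 genes of red cells and heme synthesis, 10 were tested in lung erythroid cells, 9 of them with a negative log2 fold change and a median of −0.44. In gill erythroid cells 9 of 10 were negative, with a median of −1.09 (camera adjusted p = 0.226, and adjusted p = 0.00907 with the sample number in the labels as a block in place of the batch). None passed over all genes by edgeR, 1 lung and 3 gill genes had an unadjusted p under 0.05, and DESeq2 called 1 lower in the lung and none in the gill. The alpha globin gene *hba* was the 1 gene lower in the lung when adjusted over the list alone.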

In agreement with a lowered respiratory rate during terrestrialization, erythroid cells (red blood cells) showed reduced expression of the aminolevulinate synthase isoform genes *alas1* and *alas2*, enzymes that catalyzes the heme biosynthetic pathway, in both the lung and gill after 33 days at the maintenance stage (Supplementary Data 5, 6).

In the lung, the alveolar epithelium plays a fundamental and essential role in gas exchange. In this cell type, we identified 328 upregulated and 639 downregulated DEGs (Supplementary Data 5). 

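In the alveolar cells, genes of antioxidant and glutathione enzymes and nuclear genes of oxidative phosphorylation lay on the higher side in terrestrialized animals, and red cell genes on the lower side. Of 13 tested antioxidant genes 9 had a positive log2 fold change, with a median of 0.16, and camera ranked the list up with an adjusted p = 0.0472. Of 10 tested genes of red cells and heme synthesis 8 were negative, with a median of −2.34, and camera ranked the list down with an adjusted p = 0.000351. Both calls were lost with an estimated correlation between genes, each at an adjusted p = 0.609 with an estimated correlation. Adjusted over the list alone, 6 red cell genes were lower, *hbb*, *hba2*, *hba*, *rhag*, *ank1* and *alas2*. *hbb* in these cells was at 113 ± 65.1 CPM (SD, n = 3) in terrestrialized and 838 ± 767 CPM (SD, n = 2) in freshwater animals.

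Of 19245 genes, edgeR called 0 at an adjusted p under 0.05, the smallest adjusted p being 0.186. At an unadjusted p under 0.05, 362 genes were higher and 427 lower, and DESeq2 called 184 higher and 127 lower. Of the gene IDs in the paper's list, 377 of the 639 lower and 3 of the 328 higher IDs had no count in any batch A library. Of those tested in every batch, 157 of 254 lower IDs (61.8%, SE 3.05) were lower and 188 of 321 higher IDs (58.6%, SE 2.75) were higher in terrestrialized animals within both batches. Of the IDs outside the list 33.7% were lower within both. These SEs treat genes as independent, though all come from the same animals. The authors chose the IDs on the same samples, so their direction is not independent evidence.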

Genes encoding the electron transport chain essential for cellular energy production were downregulated^58^ (Fig. 2a, b), likely reflecting a reduced metabolic rate despite a larger alveolar epithelium cell number. 

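The mitochondrial gene *nd5* (LZX-CL8066.Contig1-All-g), a subunit of complex I, was at 4254 ± 4436 CPM (SD, n = 3) in terrestrialized and 15670 ± 1602 CPM (SD, n = 2) in freshwater alveolar cells. Its log2 fold change was −2.27 (SE 0.86), with −1.84 within batch A and −3.37 within batch B. The adjusted p from edgeR was 1, and 0.161 when adjusted over all tested genes that the paper names for alveolar cells. The paper's ortholog table pairs this ID with COX1, a subunit of complex IV, so the name is uncertain. The proton pump subunit *atp6v0b* (LZX-Unigene61834-All-g) had a log2 fold change of −0.91 (SE 0.35), at the same adjusted values. *sdhc* (Gene7933), a subunit of complex II, had −0.13 (SE 0.38). The genes *uqcrfs1*, *cox7a2*, *cox8a* and *atp5mc1*, subunits of complexes III, IV and V, had no count in batch A and were not tested. The authors chose these 7 genes on the same samples, so their direction is not independent evidence.

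Of 44 nuclear genes of oxidative phosphorylation, 25 were tested, and 17 had a positive log2 fold change, with a median of 0.26, 0.32 within batch A and 0.12 within batch B. Camera ranked this list up (adjusted p = 0.0472, and adjusted p = 0.609 with an estimated correlation). No member passed edgeR's test, 1 had an unadjusted p under 0.05, and DESeq2 called 2 higher. From lower expression of electron transport genes, the paper proposes a reduced metabolic rate, despite a larger number of alveolar cells.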

Other downregulated genes of interest include the solute carrier proteins slc34a2 and slc22a3 (Fig. 2c). 

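The phosphate transporter gene *slc34a2* was at 854 ± 467 CPM (SD, n = 3) in terrestrialized and 884 ± 916 CPM (SD, n = 2) in freshwater alveolar cells. The log2 fold change was 0.10 (SE 0.52, adjusted p = 1 from edgeR), with −0.67 within batch A and 1.11 within batch B. The organic cation transporter gene *slc22a3* (LZX-Unigene30842-All-g) was at 487 ± 389 CPM (SD, n = 3) and 812 ± 342 CPM (SD, n = 2). It had a log2 fold change of −0.65 (SE 0.82, adjusted p = 1 from edgeR), with −0.75 within batch A and −1.29 within batch B. Neither difference exceeds the spread between animals.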

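The peroxiredoxin gene *prdx1* (Gene2251), which reduces hydrogen peroxide, was at 1425 ± 434 CPM (SD, n = 3) in terrestrialized and 575 ± 128 CPM (SD, n = 2) in freshwater alveolar cells. Its log2 fold change was 1.39 (SE 0.36), with 1.33 within batch A and 1.39 within batch B. The glutathione transferase gene *mgst1* (Gene3580) was at 664 ± 127 CPM (SD, n = 3) and 409 ± 192 CPM (SD, n = 2), a log2 fold change of 0.83 (SE 0.41), with 1.29 within batch A and 0.21 within batch B. The cholesterol carrier gene *npc2* (Gene15150) was abundant in both conditions, with 12095 ± 5669 CPM (SD, n = 3) and 9210 ± 4347 CPM (SD, n = 2). It had a log2 fold change of 0.30 (SE 0.62), with 1.24 within batch A and −0.88 within batch B, so the direction differed between batches. All 3 had an adjusted p = 1 from edgeR. Adjusted over all tested genes that the paper names for alveolar cells, the values were 0.101 for *prdx1*, 0.210 for *mgst1* and 0.851 for *npc2*. DESeq2 called *prdx1* higher, with an adjusted p = 0.0124. *prdx1* was highest in erythroid cells of freshwater lungs, with 2620 ± 1839 CPM (SD, n = 2), and alveolar cells ranked 10 of 11 classes.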

Lung alveolar epithelial genes upregulated in terrestrialized lungfish included *npc2* (NPC intracellular cholesterol transporter 2), which has a role in lung lipid metabolism and is associated with Niemann–Pick disease characterized by alveolar proteinosis^59^, and the antioxidant enzyme genes *mgst1* (microsomal glutathione *S*-transferase 1) and *prdx1* (peroxiredoxin-1) (Fig. 2c). Increased alveolar epithelium expression of antioxidant genes expands on a previous biochemical study showing an enhanced antioxidant capacity of the Nigerian lungfish heart and brain during terrestrialization^60^. 

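Ciliated cells of the lung were few in 4 of the 5 animals, with 8 cells in freshwater animal 1, 34 in terrestrialized animal 1, 6 in animal 2 and 7 in animal 3, and 193 in freshwater animal 3. The axoneme gene *dnajb13* (Gene14082) was at 1216 CPM (95% exact Poisson interval 959 to 1519) in freshwater animal 1 and 31.7 CPM (24.1 to 40.9) in freshwater animal 3. In terrestrialized animals 1, 2 and 3 it was at 1582 CPM (1309 to 1896), 404 CPM (162 to 832) and 684 CPM (461 to 976). *ccdc39* (Gene12694), which sets the spacing of the dynein arms of cilia, was at 1295 CPM (1030 to 1607) and 51.1 CPM (41.3 to 62.4) in the freshwater animals. It was at 730, 866 and 707 CPM in the terrestrialized animals. Within batch A the terrestrialized values lay on either side of that of the freshwater animal for *dnajb13* and below it for *ccdc39*.

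Other ciliary genes had the same low level in freshwater animal 3. *tekt2* (Gene2141), a filament protein of the axoneme, was at 247 CPM there, at 3031 CPM in freshwater animal 1 and at 1664 to 4369 CPM in the terrestrialized animals. With these genes so low, the naming of the 193 cells of freshwater animal 3 as ciliated is uncertain. Their levels give no contrast between the conditions. The class was not tested with edgeR, since 1 terrestrialized and 1 freshwater animal had at least 20 ciliated cells. The intervals cover counting error only. *dnaaf1* is not reported here, since no table used here pairs a gene ID with that name.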

Genes such as *dnajb13*, *ccdc39* and *dnaaf1* (Fig. 2c) were upregulated in ciliated cells and likely reflect the expanded lung under terrestrialization. 

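Genes of lysosomes and phagosomes lay on the higher side in macrophages of terrestrialized lungs. Of 7 tested genes of this list 6 had a positive log2 fold change, with a median of 0.59, 0.29 within batch A and 0.93 within batch B. Camera ranked the list up (adjusted p = 0.00846, and adjusted p = 0.645 with an estimated correlation). No member passed edgeR's test over all genes, 2 had an unadjusted p under 0.05, DESeq2 called 1 higher, and 1, *apoe*, was higher when adjusted over the list alone.

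Of 5225 genes tested, 5 were lower at an adjusted p under 0.05 from edgeR and none was higher; DESeq2 called 40 higher and 35 lower, and 109 and 145 had an unadjusted p under 0.05. The largest fall among named genes was that of *npsn* (LZX-CL10101.Contig3-All-g), which codes for a secreted astacin-type protease. It was at 2.71 ± 4.70 CPM (SD, n = 3) in terrestrialized and 750 ± 950 CPM (SD, n = 2) in freshwater macrophages, a log2 fold change of −7.49 (SE 0.67, adjusted p = 0.0148 from edgeR). Freshwater animal 1 had 78.7 CPM and freshwater animal 3 had 1422 CPM. The other 4 lower genes have no name in the tables used here, and 1 of them, LZX-CL12667.Contig2-All-g, is among the leading genes of the erythroid clusters and had 7872 CPM in the macrophages of freshwater animal 1. Without the batch term edgeR called 0 genes, and *npsn* had an adjusted p = 0.999; with single animals left out it called 8 to 250. The 8 tested genes of red cells and heme synthesis were all negative, with a median of −2.25, and camera ranked them down (adjusted p = 0.000306, and adjusted p = 0.586 with an estimated correlation).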

Genes upregulated by lung macrophages during terrestrialization were enriched for the endocytosis and phagocytosis pathways (Fig. 2d). Genes of interest include *apoe* (apolipoprotein e) and *marco* (macrophage receptor with collagenous structure). 

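*apoe* (Gene17691), the lipid carrier secreted by macrophages, was at 9314 ± 12006 CPM (SD, n = 3) in terrestrialized and 2324 ± 1494 CPM (SD, n = 2) in freshwater lung macrophages. Its log2 fold change was 1.66 (SE 0.43, adjusted p = 0.594 from edgeR), with 0.91 within batch A and 2.78 within batch B. DESeq2 called it higher, with an adjusted p = 0.0148. *marco* (Gene15346), a scavenger receptor, had no count in any batch A library and was not tested; freshwater macrophages held 5.95 ± 8.42 CPM (SD, n = 2) of it, the highest level of any lung class. Within batch B, macrophages of terrestrialized animal 3 had 705 CPM (95% CI 666 to 746) and those of freshwater animal 3 had 11.9 CPM (95% CI 7.91 to 17.2), with 1 animal per condition.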

Apoe is secreted from macrophages and plays an important role in immunoregulation^61^. Marco is a scavenger receptor that plays a crucial role in the immune response against microbial infections^62^. 

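Freshwater lung endothelial cells had higher mean levels of both clotting-related genes than terrestrialized cells, and neither difference passed the test. *vwf*, the carrier of platelets and factor VIII, was at 825 ± 139 CPM (SD, n = 3) in terrestrialized and 1393 ± 678 CPM (SD, n = 2) in freshwater animals, a log2 fold change of −0.75 (SE 0.41, adjusted p = 1 from edgeR). It was −1.26 within batch A and −0.04 within batch B. *selp* (Gene2701), the adhesion receptor that captures leukocytes and platelets, was at 199 ± 173 CPM (SD, n = 3) and 349 ± 107 CPM (SD, n = 2). For this gene the log2 fold change was −0.88 (SE 0.45, adjusted p = 1 from edgeR), with −1.46 within batch A and −0.09 within batch B. Adjusted over all tested genes that the paper names for these cells, both genes had 0.256 from edgeR. The authors chose them on the same samples, so the direction is not independent evidence. In this class edgeR called 0 of 8506 genes, 320 had an unadjusted p under 0.05, and DESeq2 called 47 higher and 41 lower. Red cell genes were mostly negative here too, 8 of 9, with a median of −2.33 (camera adjusted p = 0.00111, and adjusted p = 0.959 with an estimated correlation).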

The vascularized lungfish lungs downregulated *vwf* (von Willebrand factor) and *selp* (P-selectin) in endothelial cells, which may reflect a reduced blood clotting ability to prevent intravascular thrombosis^63^, as previously reported for the terrestrialized West African lungfish liver^64^.

**Fig. 2:**
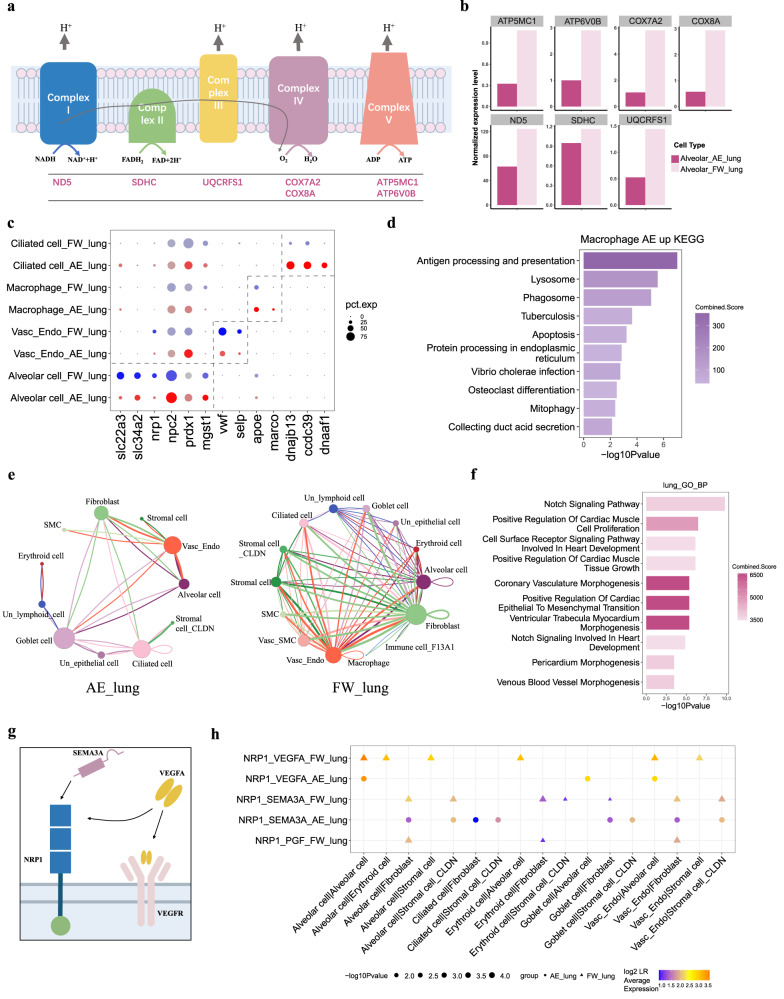
Cellular and molecular features of lungfish lungs during terrestrialization. **a** Schematics of the electron transport chain with differentially expressed genes (DEGs) in lung alveolar epithelial cells indicated. **b** The average expression levels of DEGs (see **a**) in alveolar cells during terrestrialization (AE; in maroon) and in freshwater (FW; in salmon) by bar plot. **c** Comparisons of selected DEGs between freshwater and terrestrialized lung cell types by bubble plot. AE denotes terrestrialization (red bubbles); FW, freshwater (blue bubbles). Circle size reflects the percentage of cells within a cell type which express the specific genes. **d** Enriched KEGG pathway of AE macrophage up regulated DEGs. The enrichment analysis was generated via the Enrichr web server using Fisher exact test, and the Benjamini-Hochberg (BH) was used for correction for multiple hypotheses testing. *P* values are indicated on the *x*-axis. **e** Comparison of cellular interactions among all cell types in terrestrialized lungfish lung (AE_lung, left) and freshwater lungfish lung (FW_lung, right) by net plots. Each node represents a kind of cell type, links mean the legend-receptor interactions and the width of link is in direct proportion to the LR pair numbers. **f** Enriched biological processes of LR pairs in the lungfish lung. Generated using the Enrichr web server. Annotated as in Fig. 2d. **g** Schematics of the transmembrane coreceptor NRP1 and its ligands VEGF and SEMA3A. **h** The expression of selected LR pairs in lung cell types from freshwater (FW) and terrestrialized (AE) lungfish. Circle (AE) or triangle (FW) size reflects the percentage of cells within a cell type which express the specific genes. The color of circles/triangles indicates the average expression of the LR pair. *P* values were calculated by CellphoneDB, which means the likelihood of cell-type specificity of a given receptor–ligand pairs. Source data are provided as a Source Data file.

We next considered cellular crosstalk between different cell types in freshwater and during terrestrialization using CellPhoneDB, a database of ligand and receptor interactions that considers their subunit architecture^65^. We detected 35 significant ligand-receptor pairs (LR pairs) among the 14 lung cell types (Fig. 2e; Supplementary Fig. 3b, c). The freshwater lungfish showed more connections among different cell types in the lung (31 LR pairs; 15 shared interactions with terrestrialized lungfish) (Supplementary Fig. 3d). To better understand the cell type interactions, we performed GO enrichment analysis on ligand-receptor pair genes from the lung, revealing enrichment for blood vessel formation (Fig. 2f).

We considered LR pairs with differential gene expression during terrestrialization and identified two pairs with changes in the lung: nrp1:vegfa^66,67^ and nrp1:sema3a^68^ (Fig. 2g). The transmembrane glycoprotein neuropilin-1 (nrp1) is a coreceptor of vascular endothelial growth factor A (vegfa) and semaphorin-3A (sema3a)^69^. The binding of NRP1 on the surface of endothelial cells by VEGFA stimulates vascularization (i.e., blood vessel formation) via vasculogenesis and angiogenesis, while the combination of NRP1 and SEMA3A inhibits vasculogenesis^70,71^ (Fig. 2g). VEGFA and NPR1 show lung-specific expression in species ranging from basal ray-finned fishes (e.g., bichirs), to lobe-finned fishes (lungfishes and coelacanths) to tetrapods^5^. Interestingly, sarcopterygians (lungfish, coelacanth, and tetrapod) *nrp1* loci share a candidate enhancer speculated to facilitate the vertebrate water-to-land transition^4^. While further studies are needed to validate signaling interactions between West African lungfish cell types (in particular the contribution of non-epithelial cell ligands to vascularization mediated by endothelial cells), we observed that the freshwater lungs showed higher expression of *nrp1*:*vegfa* LR pairs (Fig. 2h). This included higher expression of *npr1* in endothelial cells and alveolar cells of the lung and higher expression of *vegfa* in alveolar cells of the lung (Supplementary Fig. 3e). 

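Neuropilin-1 (*nrp1*, Gene11164) was at 169 ± 125 CPM (SD, n = 3) in terrestrialized and 274 ± 276 CPM (SD, n = 2) in freshwater alveolar cells. The log2 fold change was −0.88 (SE 0.37, adjusted p = 1 from edgeR, 0.165 when adjusted over all tested genes that the paper names for these cells), with −1.11 within batch A and −0.66 within batch B. In lung endothelial cells *nrp1* was at 183 ± 89.6 CPM (SD, n = 3) and 226 ± 226 CPM (SD, n = 2), a log2 fold change of −0.24 (SE 0.45, adjusted p = 1 from edgeR), with −0.79 within batch A and 0.49 within batch B. The ligand gene *vegfa* (Gene1136) was at 335 ± 175 CPM (SD, n = 3) in terrestrialized and 263 ± 213 CPM (SD, n = 2) in freshwater alveolar cells. Its log2 fold change was 0.16 (SE 0.29, adjusted p = 1 from edgeR), with 0.07 within batch A and 0.29 within batch B. Endothelial cells held 11.7 ± 3.78 CPM (SD, n = 3) and 13.3 ± 0.507 CPM (SD, n = 2) of *vegfa*, far below alveolar cells. CellPhoneDB was not run, so no ligand-receptor score is given.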

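*sema3a* (Gene4081), the repulsive ligand of neuropilin-1, was barely detected in lung alveolar cells, with 1.25 ± 2.13 CPM (SD, n = 3) in terrestrialized and 2.13 ± 3.02 CPM (SD, n = 2) in freshwater animals. Lung endothelial cells held more, with 17.8 ± 16.0 CPM (SD, n = 3) and 8.14 ± 3.89 CPM (SD, n = 2). The log2 fold changes were 0.14 (SE 0.85) in alveolar and 0.89 (SE 0.95) in endothelial cells, each with an adjusted p = 1 from edgeR. With so few counts, neither estimate has a settled direction.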

The expression level of *sema3a* was too low to conclude an antagonist role in the West African lungfish. However, a previous study found that the lung of terrestrialized West African lungfish are better vascularized and expanded^13^, hinting that SEMA3A outcompetes VEGFA vascularization effects under freshwater conditions despite its high gene expression.

### Difference in gills between freshwater and terrestrialized condition

African lungfishes are near-obligate air-breathers in freshwater and acquire ~90% of their oxygen via their lungs, while ~10% is acquired via the gills and skin^13,17,72^. The manifestation of terrestrialization in the two respiratory organs are vastly different. After about a week of terrestrialization, the West African lungfish forms an immunoprotective cocoon from mucus secreted by its gills (this study and^16–18,64,73^). Thus its gills are rendered non-functional and covered in mucus during terrestrialization.

Nevertheless, most of the carbon dioxide is released via ionocytes of the fish gill epithelium in freshwater^74^. As such, the African lungfish gill may be better thought of as a carbon dioxide-release organ. During terrestrialization, lungfish gills regress and become covered in mucus, and the lung takes over the carbon dioxide release role.

Mitochondria-rich ionocyte cells play a dominant role in osmotic and acid-base regulation^75–77^. 

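In gill ionocytes of terrestrialized animals, the named genes with the largest rise were *crygm7*, *ckb*, *ell2*, *atp7a* and *stom*, and *ca7*, *des* and *tmc5* fell. The creatine kinase gene *ckb* (Gene14900), which buffers ATP, rose from 99.7 ± 99.3 CPM (SD, n = 5) in freshwater to 1182 ± 1952 CPM (SD, n = 3), a log2 fold change of 4.90 (SE 0.56, adjusted p = 0.0041 from edgeR's quasi-likelihood test), with 5.10 within batch A and 4.41 within batch B. Before TMM, terrestrialized animals 1 and 2 had 63.5 and 39.9 CPM and freshwater animal 1 of the same batch 0, while terrestrialized animal 3 had 2064 CPM and the freshwater animals of batch B 78 to 150 CPM. The elongation factor gene *ell2* (Gene9010) rose by 3.91 (SE 0.58, adjusted p = 0.0146 from edgeR), and the copper transporter gene *atp7a* (Gene14641) by 2.96 (SE 0.45, adjusted p = 0.0159 from edgeR). *stom* (Gene7434), a membrane protein that regulates ion channels, rose by 2.35 (SE 0.45), and *crygm7* (Gene58635), a crystallin gene, by 7.81 (SE 0.68) from 0.505 ± 0.873 CPM (SD, n = 5).

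The carbonic anhydrase gene *ca7* (Gene11203) went from 1329 ± 958 CPM (SD, n = 5) to 335 ± 181 CPM (SD, n = 3), a log2 fold change of −2.37 (SE 0.40, adjusted p = 0.0235 from edgeR). *ca4a* (Gene2690), another carbonic anhydrase, had 489 UMIs over the freshwater and 0 over the terrestrialized ionocytes, at least 67.9-fold lower against a floor of 3 counts over the group (adjusted p = 0.0146 from edgeR). This bound pools UMIs over animals and does not hold for each of them. After TMM, freshwater animals 1, 3, 4 and 5 had 220, 49.4, 7.4 and 26.7 CPM of *ca4a*, and freshwater animal 2 had 0. The desmin gene *des* (Gene14949) fell by 5.58 on the log2 scale, with −6.07 within batch A and −1.50 within batch B, but its highest level was in smooth muscle cells, at 893 CPM against 49.3 CPM in ionocytes, and the channel-like gene *tmc5* (Gene4838) fell by 4.97. Of the 46 called genes 6 had their highest freshwater level in an ionocyte type. *ell2* and *tmc5* were highest in neutrophils, at 595 and 100 CPM against 8.49 and 30 CPM in ionocytes. *stom* was highest in stromal and *ca4a* in unclassified epithelial cells.

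The DMRT2 ionocytes had 3 higher and 3 lower genes. *ell2* rose there as well, by 4.12 (SE 0.50, adjusted p = 0.023 from edgeR), and *hvcn1* (Gene12767), a voltage-gated proton channel named after its values were seen, rose by 5.33 (SE 0.69, adjusted p = 0.0235 from edgeR). DESeq2 called 92 higher and 136 lower genes in ionocytes and 72 and 114 in DMRT2 ionocytes. Of the 46 called ionocyte genes 45 had the same direction within batches A and B, against 56.3% of all tested genes. The fit estimates the condition within batches, so this agreement follows in part from the call and is not independent evidence. Without the batch term edgeR called 0 genes, and without freshwater animal 5 it called 4. With the sample number in the labels as a block in place of the batch, edgeR called 2 higher genes, *crygm7* among them, and 2 lower genes in ionocytes and 0 in DMRT2 ionocytes. *ckb* then had a log2 fold change of 5.71 (adjusted p = 0.137 from edgeR), *ell2* 2.95 (adjusted p = 0.63 from edgeR) and *ca7* −2.39 (adjusted p = 0.159 from edgeR), and *atp7a*, *stom*, *des*, *tmc5* and *ca4a* did not pass either. The ionocyte samples numbered 2 differ in kit, so in this fit the kit is in part joined with the condition.

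**Figure D2:**
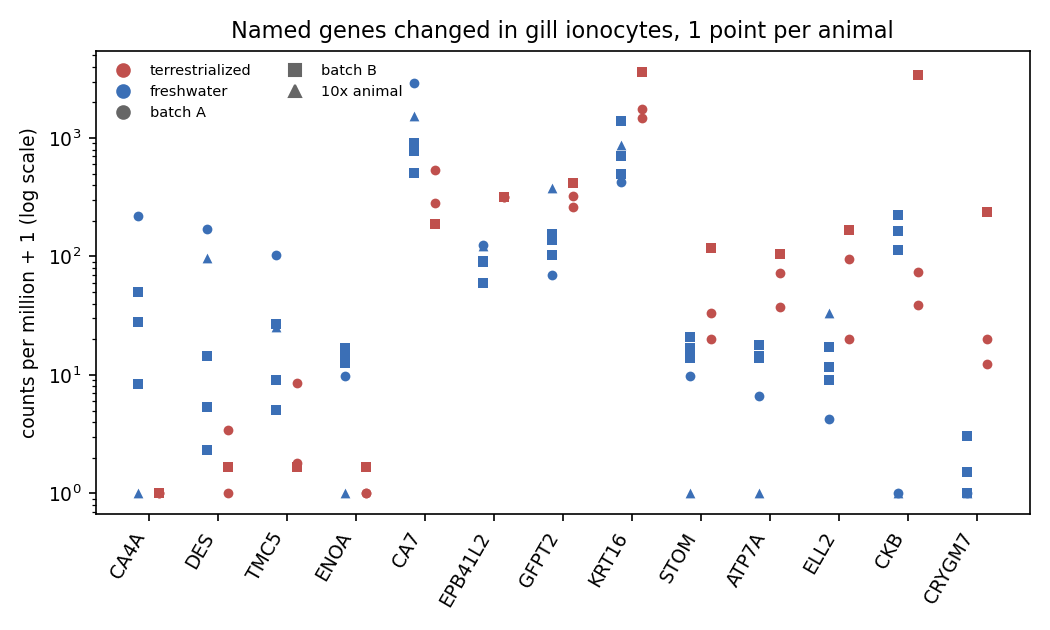
Levels of the named genes past the test in gill ionocytes (CPM plus 1, log scale) in 3 terrestrialized and 5 freshwater animals. Each point is an animal, coloured by condition and shaped by mapping batch; *ca7* lies between 188 and 537 CPM in terrestrialized and between 508 and 2902 CPM in freshwater animals.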

After 33 days at the maintenance phase (Supplementary Fig. 4a), we identified 1,552 and 1,130 downregulated DEGs in ‘ionocyte’ and ‘ionocyte_dmrt2’ cells, respectively (Supplementary Data 6). Of these DEGs, 867 were shared by the two cell types and showed enrichment for mitochondrial localization (Supplementary Fig. 4b). 

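Both ionocyte types were tested for 3894 shared genes. Among these, 11 genes were lower in ionocytes and 3 in DMRT2 ionocytes at an adjusted p under 0.05 from edgeR, and 2 were lower in both, Gene8087 and LZX-CL2005.Contig3-All-g, neither with a name in the tables used here. Among 15 and 2 higher genes, *ell2* was higher in both. Lists drawn independently would share 0.00847 lower and 0.0077 higher genes, but both types come from the same animals, so their chance values are shared. DESeq2 called 35 lower and 26 higher genes in both types. Across these genes, which are not independent replicates, the log2 fold changes of the 2 types had a Spearman correlation of 0.706.

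Of the nuclear genes of oxidative phosphorylation, 19 of 24 were positive in ionocytes, with a median of 0.41 (camera adjusted p = 0.122, and adjusted p = 0.0173 with the sample number as a block), and in DMRT2 ionocytes 13 of 24, with a median of 0.07 (camera adjusted p = 0.915). Neither list had a member past edgeR's test over all genes, 1 and 2 members had an unadjusted p under 0.05, and DESeq2 called 1 higher in ionocytes and none in DMRT2 ionocytes. The mitochondrial transcript LZX-CL8066.Contig1-All-g had a log2 fold change of −1.84 in ionocytes and −2.22 in DMRT2 ionocytes and was lower in both when adjusted over its list alone.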

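Ion transport genes of the ionocytes went both ways. Of 10 tested genes of this list 3 had a positive and 7 a negative log2 fold change, with a median of −0.14 (camera adjusted p = 0.87). None passed edgeR's test over all genes, 3 had an unadjusted p under 0.05, and DESeq2 called 1 higher and 2 lower. Adjusted over the list alone, 1 gene passed in each direction, among them the kinase anchor gene *akap7*. In DMRT2 ionocytes 5 of 8 were negative, with a median of −0.25, and 1, the chloride channel subunit *bsnd*, was lower when adjusted over the list alone. The 13 tested genes of the V-type ATPase, the proton pump of acid-secreting cells, had a median of −0.21 in ionocytes (camera adjusted p = 0.599), and 8 were negative. Of 6 tested red cell genes in ionocytes 5 were negative, with a median of −3.35 (camera adjusted p = 0.0038, and adjusted p = 0.546 with an estimated correlation). None passed edgeR's test over all genes, 4 had an unadjusted p under 0.05, and DESeq2 called 4 lower. Freshwater animals 1 and 2 had 2367 and 353 CPM of *hbb* in ionocytes, freshwater animals 3, 4 and 5 had 103, 9.44 and 21 CPM, and the terrestrialized animals 2.14 to 12 CPM.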

The 685/1,552 DEGs uniquely downregulated in ‘ionocyte’ cells were enriched for biological processes associated with ion transport (Supplementary Fig. 4c), in agreement with the gill osmoregulatatory function^78^. Given the various types of immune cells in the West African lungfish gill, we grouped them, using the human classification system^79^, into myeloid (dendritic cells and macrophages) and lymphoid (i.e., T cell, NK cell, and other lymphoid cell) lineages. Myeloid cells are part of the innate immune system^80–82^, while lymphoid cells form part of the adaptive immune response^83,84^. We observed relatively few myeloid cells, however, these cells are shorter-lived than most lymphoid cells^85^ and our single sampling point (33 days) may not have adequately captured their cell dynamics at the maintenance phase. 

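Macrophages were the largest myeloid class of the gill, and neutrophils made up 0.689% ± 0.266 (SD, n = 3) of terrestrialized and 0.553% ± 0.342 (SD, n = 5) of freshwater gill cells outside the erythroid class. The difference in neutrophils was 0.136 percentage points, −0.155 within batch A and 0.648 within batch B (exact permutation test, two-sided p = 0.589). T cells differed by 12.4 points, 17.5 within batch A and 3.55 within batch B (exact permutation test, p = 0.464). Dendritic cells formed no cluster of their own at resolution 0.5; the 38 of 38 annotated dendritic-like cells lay in the macrophages, so the values of gill macrophages include such cells. Unclassified immune cells made up 4.07% ± 0.774 (SD, n = 3) and 3.93% ± 4.08 (SD, n = 5), and freshwater animal 1 alone had 11.1%.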

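In gill T cells the complement inhibitor *cd59* (Gene19106) was at 92.7 ± 32.2 CPM (SD, n = 3) in terrestrialized and 158 ± 70.4 CPM (SD, n = 5) in freshwater animals. The log2 fold change was −1.18 (SE 0.42, adjusted p = 0.651 from edgeR), with −1.08 within batch A and −1.18 within batch B. *lck*, the kinase of T cell receptor signalling, had −0.55 (SE 0.21, adjusted p = 0.653 from edgeR), and the activating receptor *cd226* (Gene11075) had −0.51 (SE 0.39, adjusted p = 0.759 from edgeR), with −1.24 within batch A and 0.06 within batch B. In gill macrophages *cd59* was at 145 ± 56.4 CPM (SD, n = 3) and 308 ± 211 CPM (SD, n = 5), a log2 fold change of −1.73 (SE 0.53, adjusted p = 0.312 from edgeR). It was lower there when adjusted over the list alone (0.0239 from edgeR), and DESeq2 called it lower with an adjusted p = 0.0104. The authors chose this list on the same samples, so its direction is not independent evidence.

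*cd5* (Gene19320), a brake on T cell receptor signalling, and the actin bundler *lcp1* (Gene13869) had no count in batch A and were not tested in the main comparison. In a fit of all gene IDs, chosen after the data had been examined, *cd5* had a log2 fold change of 0.94 (SE 0.34, adjusted p = 0.576 from edgeR) and *lcp1* 0.20 (SE 0.32, adjusted p = 0.887 from edgeR) in T cells, values that rest on terrestrialized animal 3 alone. Over all 11519 genes of T cells edgeR called 0, and 241 higher and 601 lower genes had an unadjusted p under 0.05. DESeq2 called 73 and 177. In T cells, 8 of 8 tested red cell genes were negative, with a median of −3.55 (camera adjusted p = 8.83e-06, and adjusted p = 0.509 with an estimated correlation).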

We observed that many glycoproteins, key to both the innate and adaptive immune systems^86^ (e.g., *cd226*, *cd59*, and *cd5*) and regulatory factors (e.g., *lck* and *lcp1*), showed lower expression in most immune cells of the gill at the maintenance phase (Fig. 3a). However, genes such as *cxcl2*, *pmp22* and *abcc9* were highly expressed in myeloid cells of terrestrialized gills, accordance with the roles of granulocyte in cocoon under terrestrialization^16^ (Fig. 3a). 

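The chemokine gene *cxcl2* (Gene26219), which attracts granulocytes, was at 403 ± 139 CPM (SD, n = 3) in terrestrialized and 126 ± 50.3 CPM (SD, n = 5) in freshwater gill macrophages. The log2 fold change was 2.12 (SE 0.62, adjusted p = 0.289 from edgeR, 0.0239 when adjusted over the list alone), with 3.35 within batch A and 0.98 within batch B. DESeq2 called it higher, with an adjusted p = 0.00415. The membrane protein gene *pmp22* (Gene4271) was at 285 ± 31.8 CPM (SD, n = 3) and 180 ± 89.1 CPM (SD, n = 5), a log2 fold change of 0.87 (SE 0.44, adjusted p = 0.48 from edgeR). *abcc9* (Gene3819), a subunit of potassium channels, had counts in too few animals for the low-count filter to keep it in macrophages. Terrestrialized animals 1 and 2 had 715 and 952 CPM and freshwater animal 1 of the same batch 0, while terrestrialized animal 3 had 0.426 CPM and the freshwater animals of batch B 0.365 to 1.52 CPM. In T cells it had a log2 fold change of 2.88 (SE 2.84, adjusted p = 0.823 from edgeR), with 7.02 within batch A and −0.78 within batch B.

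Genes of lysosomes and phagosomes were positive in 8 of 8 tested members in gill macrophages, with a median of 0.63, 0.80 within batch A and 0.50 within batch B. Camera ranked them up (adjusted p = 0.0165, and adjusted p = 0.489 with an estimated correlation), and the protease gene *ctsh* and *apoe* were higher when adjusted over the list alone. In macrophages edgeR called 0 of 5839 genes, 326 higher and 368 lower genes had an unadjusted p under 0.05, and DESeq2 called 98 and 170.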

In proliferative cells (ostensibly a proliferative lymphoid cell subset such as T cells, see UMAP clustering in Fig. 1c), we observed a downregulation of genes encoding antioxidant enzymes and genes associated with mitochondrial bioenergetics (Fig. 3b, c and Supplementary Data 6).

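The 8 genes of this group, which include the antioxidant genes *gstm3* (Gene16860) and *sod1* (Gene14292) and the respiratory chain genes *ndufa11* (Gene5408), *sdhd* (Gene17512) and *uqcr10* (Gene21709), had no count in any batch A library. Their condition therefore rests on terrestrialized animal 3 against freshwater animals 3, 4 and 5. In a fit of the batch B animals, chosen after the data had been examined, *sod1* had a log2 fold change of −1.79 (SE 0.49, adjusted p = 0.555 from edgeR) and the adenine nucleotide carrier *slc25a5* (Gene6989) had −1.91 (SE 0.91, adjusted p = 0.604 from edgeR). *sdhd* had −1.19 (SE 0.51, adjusted p = 0.604 from edgeR), *gstm3* −0.70 (SE 0.46), *atp5mc1* (Gene14902) −0.66 (SE 0.57) and *ndufa11* −0.47 (SE 0.49). *uqcr10* was at 0.12 (SE 0.40) and *cox8a* (Gene59821) at −0.02 (SE 0.40).

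Of the genes tested in every batch, 6 of 10 antioxidant genes were positive, with a median of 0.06 (camera adjusted p = 0.77), and 13 of 23 nuclear genes of oxidative phosphorylation were positive, with a median of 0.02 (camera adjusted p = 0.675). Over the 4133 genes of proliferative cells edgeR called 0, 78 higher and 151 lower genes had an unadjusted p under 0.05, and DESeq2 called 20 and 39. The authors chose these 8 genes on the same samples, so their direction is not independent evidence.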

**Fig. 3:**
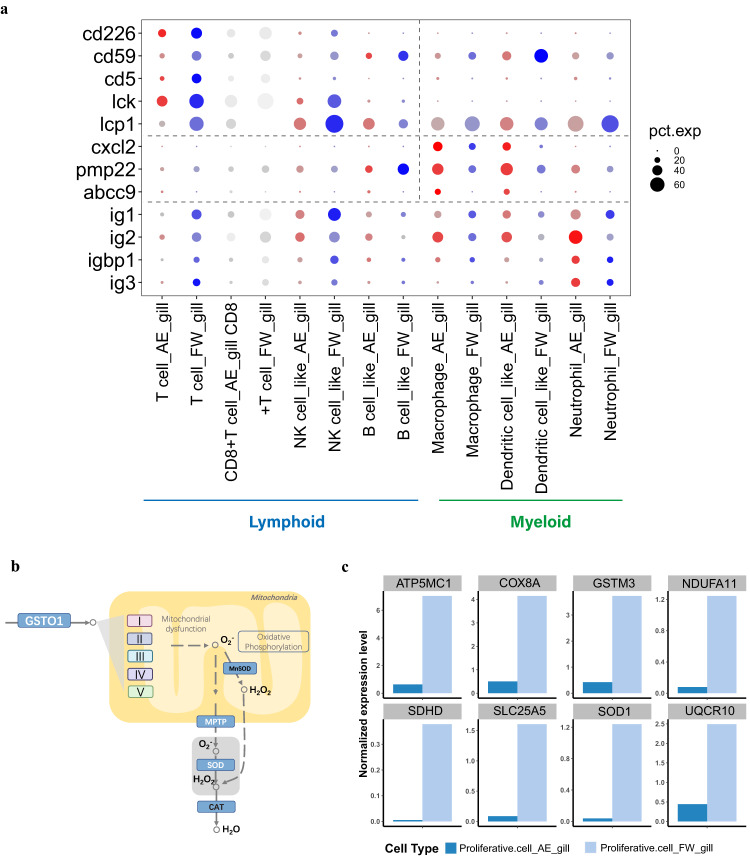
Difference in gills between freshwater and terrestrialized condition. **a** Comparison of selected DEGs between freshwater and terrestrialized gill cell types by bubble plot. Annotated as in Fig.2c. **b** Schematics of the reactive oxygen species pathway differentially expressed genes (DEGs) in gill proliferative cells indicated. **c** The average expression levels of DEGs (see Fig.2b) in gill proliferative cells during terrestrialization (AE; in dark blue) and in freshwater (FW; in light blue).

We also considered cell-cell communications in lungfish gill data. We detected 51 significant ligand-receptor pairs (LR pairs) across 22 gill cell types (Fig. 4a) and the freshwater lungfish gill data showed more connections than terrestrialized (Supplementary Fig. 4d). GO analysis of total gill ligand-receptor pair genes showed enrichment for vasculature morphogenesis (Fig. 4b). In contrast to the lung data, the *nrp1*:*vegfa* LR pair showed higher expression in terrestrialization gills (Fig. 4c). This included higher expression of *npr1* in endothelial cells and higher expression of *vegfa* in stromal cells of the gill (Supplementary Fig. 4e). This is consistent with the observation that the vasculature of marbled lungfish is dilated but not collapsed during terrestrialization^87^.

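Gill endothelial cells held 101 ± 36.7 CPM (SD, n = 3) of *nrp1* in terrestrialized and 176 ± 203 CPM (SD, n = 4) in freshwater animals. The log2 fold change was −1.08 (SE 0.50, adjusted p = 0.564 from edgeR), with −2.09 within batch A and 0.02 within batch B. *vegfa* in gill stromal cells was at 163 ± 48.3 CPM (SD, n = 2) and 136 ± 80.9 CPM (SD, n = 4), a log2 fold change of 0.10 (SE 0.54, adjusted p = 0.997 from edgeR), with −0.18 within batch A and 0.45 within batch B. Neither difference exceeds the spread between animals. In the endothelial cells the gene past the test was *apoe*, which rose by 3.42 (SE 0.32, adjusted p = 0.0111 from edgeR), from 80.8 ± 51.2 CPM (SD, n = 4) to 423 ± 617 CPM (SD, n = 3); it did not pass with doublets kept, without the batch term, with the sample number as a block (adjusted p = 0.321 from edgeR), or without freshwater animal 1, 4 or 5 or terrestrialized animal 2 or 3. Terrestrialized animal 3 had 1135 CPM, terrestrialized animals 1 and 2 had 79.2 and 54.9 CPM, freshwater animal 1, of the same batch as these, had 6.3 CPM, and the freshwater animals of batch B had 93.8 to 123 CPM. Gill macrophages held far more *apoe*, and its log2 fold change was positive in every gill class tested. Macrophages were 7.79% of the gill cells of terrestrialized animal 3 and 1.45% to 3% in freshwater animals of batch B. In batch A they were 5.02% and 6.55% against 5.85%. Whether RNA of macrophages entered the endothelial sums was not tested. Both comparisons were added after the data had been examined.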

**Fig. 4:**
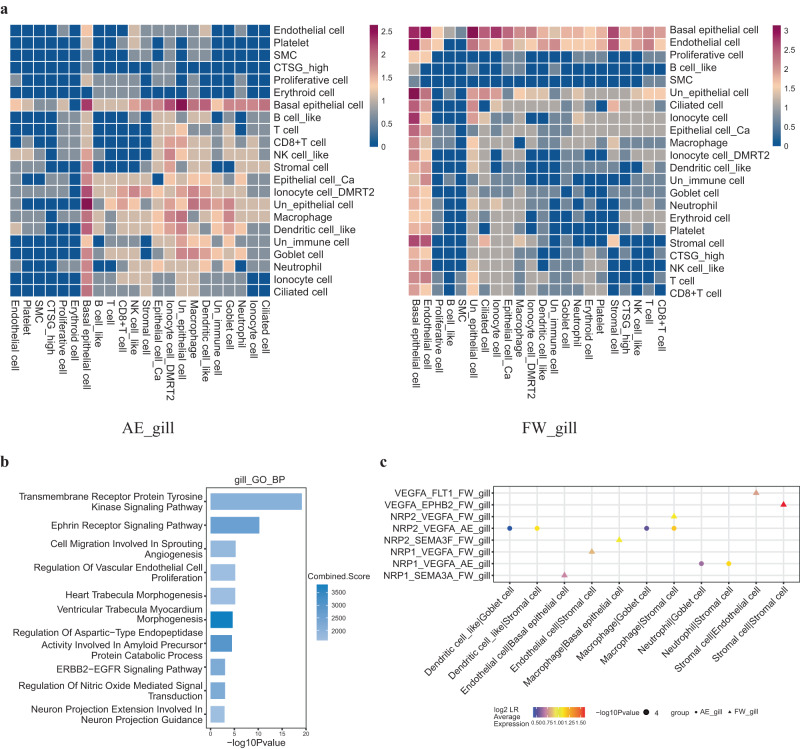
Cell-cell communication of gills between freshwater and terrestrialized condition. **a** Comparison of cell-cell communications between cell types in terrestrialized lungfish gill (left) and freshwater lungfish gill (right) by heatmap. Color means the log-normalized numbers of CellPhoneDB ligand-receptor pairs (LR pairs) **b** Enriched biological processes of LR pairs in the lungfish gill. The enrichment analysis was generated via the Enrichr web server using Fisher exact test, and the Benjamini-Hochberg (BH) was used for correction for multiple hypotheses testing. *P* values are indicated on the *x*-axis. **c** The expression of selected LR pairs in gill cell types of freshwater (FW) and terrestrialized (AE) lungfish. Annotated as in Fig. 2h. Source data are provided as a Source Data file.

### Cell type evolution of the lung and gill

Genetic and fossil evidence suggests that lungfishes are pivotal species for studying the vertebrate water-to-land transition^4,88,89^. We integrated our West African lungfish scRNA dataset from freshwater with atlases of the human lung^90^, mouse lung^90^, zebrafish swim bladder^91^, Atlantic salmon gill^92^, and zebrafish gill^91^ (Supplementary Fig. 5a–g; Supplementary Fig. 6a, b and Supplementary Data 7).

We found that epithelial cells and granulocyte cells of the lung and swim bladder show high similarity among these four species, suggesting that these cell types share ancestral cell types (Fig. 5a; Supplementary Fig. 5d–f; Supplementary Fig. 6b). As for the comparison between lungfish and mammals, alveolar epithelium cells, ciliated cells, and lymphoid cells of West African lungfish lung showed high similarity to mammalian (here: human and mouse) ATII cells, ciliated cells, and T cells. However, many immune cell types in the human or mouse lung show no correlations with the West African lungfish (Supplementary Fig. 5e, f), likely reflecting the distinct immune cell repertoire of these terrestrial mammals. In summary, our data indicate broad homology between the swim bladder of ray-finned fishes (here, the zebrafish) and the lungs of tetrapods and the West African lungfish. Interestingly, the cell type correlations between the zebrafish swim bladder and West African lungfish lung are mainly related to innate immune function and the structural characteristic of gas-filled organs. In contrast, the correlations to human lung cell types are related to air breathing and adaptive immunity.

**Fig. 5:**
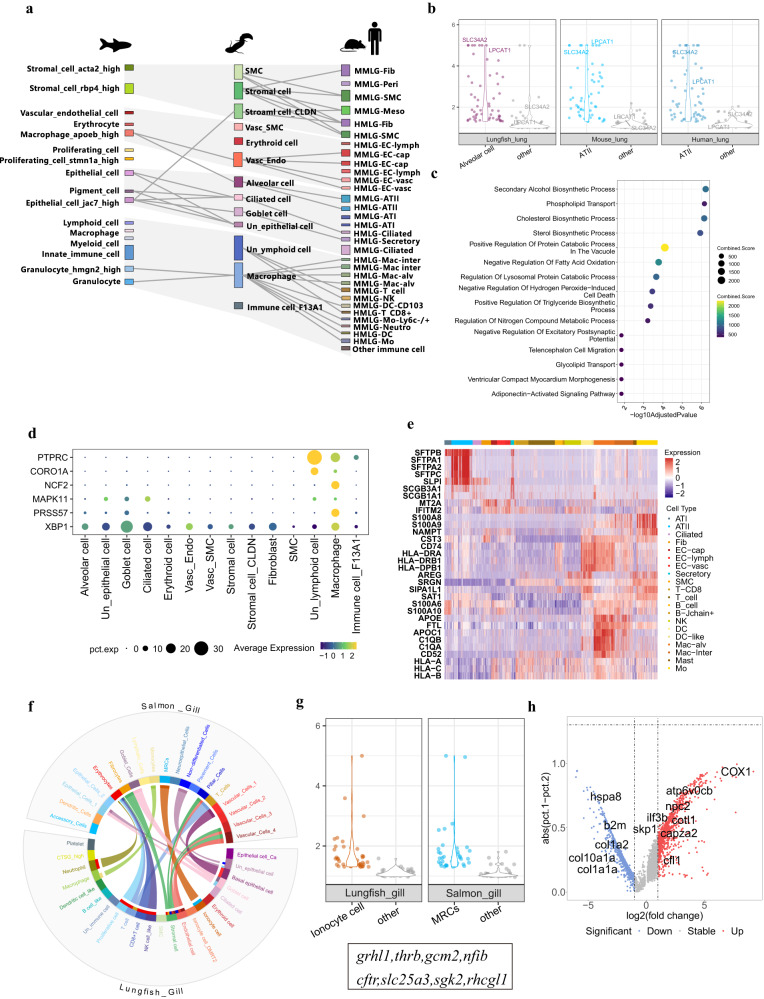
Cell type evolution of the lung and gill. **a** Pairwise cell type similarities of the zebrafish swim bladder, lungfish lung, mouse lung, and human lung by sankey plot. The top 5% highest Kullback–Leibler divergence (KDL) values are indicated as arches connecting cell types for each pair. **b** Conserved expression in alveolar cells of the human lung, lungfish lung, and mouse lung. Violin plots are including 57 orthologous genes (>1.3 log2 fold-change). Each dot represents a gene, and normalized average expression values are shown. **c** Enriched biological processes of 57 orthologous genes in b. The enrichment analysis was generated via the Enrichr web server using Fisher exact test, and the Benjamini-Hochberg (BH) was used for correction for multiple hypotheses testing. *P* values are indicated on the *x*-axis. **d** The expression of selected DEGs in lungfish-zebrafish-human-mouse comparisons in the lungfish lung. Circle size reflects the percentage of cells within a cell type that expresses the specific genes. The color of circles indicates the average expression of a DEG. **e** The expression of lung cell type DEGs in lungfish compared to human. Mean values are shown. DEGs with a *q*-value ≤ 0.05 and fold change ≥3 are shown. **f** Cell–cell similarities between the gills of the lungfish and Atlantic salmon. The top 5% highest Kullback–Leibler divergence (KDL) values are indicated as arches connecting cell types. **g** Violin plots of 40 orthologous genes (>1.3 log2 fold-change) with conserved expression in MRCs of the salmon gills, lungfish gills.Annotated as in (**b**). **h** The expression of DEGs of lungfish-Atlantic salmon gill comparisons in the lungfish gill. The *x*-axis of volcano plot shows the log2 fold-change, the *y*-axis represents the percent of lungfish and salmon gill cells that express each gene (calculating the Δ percentage difference). Source data are provided as a Source Data file.

Because the comparison of the various cell type atlases revealed broadly similar cell types, we further explored the gene sets underlying the respiratory organ cell types of the West African lungfish and other species. 

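Expression of the paper's 49 genes with a swim bladder phenotype in zebrafish was read in the lung and gill classes of freshwater animals, the same libraries as in the atlas. In the lung, 9 of these genes were highest in unclassified epithelial cells, 9 in immune cells with *f13a1*, 8 in stromal cells and 5 in vascular endothelial cells. Alveolar cells had the highest level of 2, among them the hedgehog ligand gene *shha* (Gene10468), with 37.8 ± 30.6 CPM (SD, n = 2); in freshwater animals 1 and 3 taken alone, the number was 7 and 3. In the gill, 8 were highest in stromal cells, 7 in platelets, 7 in proliferative cells and 5 in an ionocyte type. The adenosine receptor gene *adora2ab* (Gene12843) stood out in immune cells with *f13a1*, at 115 ± 1.66 CPM (SD, n = 2) against 8.39 CPM in vascular endothelial cells. Several genes were near the detection limit, and no test was made, since the classes were named from the same cells. Unclassified epithelial cells of the lung were read in freshwater animal 1 of batch A alone, since freshwater animal 3 had 9 such cells. IDs absent from batch A took 39.89% of the UMIs of batch B, so CPM of the 2 batches are not on 1 scale. The number of genes highest in a class can thus in part follow the batch.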

We found that 49 genes with a ZFIN (Zebrafish Information Network)^93^ swim bladder development phenotype (Supplementary Data 8) also show cell type-specific expression in the West African lungfish lung (Supplementary Fig. 5h). Particularly genes expressed by the stromal cells and epithelial cells—including *srm* (spermidine synthase)^94^, *wwtr1* (WW domain containing transcription regulator 1)^95^, *hdac1* (histone deacetylase 1)^96^, *cfl1* (cofilin 1)^97^, and *clu* (clusterin)^98^—result in abnormal phenotype of swim bladder formation.

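In the lung, *cfl1* (LZX-CL5068.Contig1-All-g), which severs actin filaments, was at 682 ± 136 CPM (SD, n = 2) in stromal and 359 CPM in smooth muscle cells. Clusterin (*clu*, Gene27585), a secreted chaperone, was at 30.7 ± 0.888 CPM (SD, n = 2) in stromal and 4.57 CPM in smooth muscle cells. The spermidine synthase gene *srm* (LZX-Unigene56767-All-g) reached 280 CPM and the histone deacetylase gene *hdac1* (Gene435) 156 CPM in unclassified epithelial cells of 1 animal. *srm* was next highest in goblet cells, with 192 CPM, and *hdac1* in unclassified lymphoid cells, with 127 CPM. *wwtr1* (Gene12839), a coactivator of the Hippo pathway, was highest in vascular endothelial cells, with 84.3 ± 46.8 CPM (SD, n = 2), and smooth muscle cells had 81.1 CPM.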

In addition, the West African lungfish, mouse, and human alveolar epithelium cell type is characterized by 57 orthologs, including three transcription factors (*gata6*, *irx2*, and *mecom*) (Fig. 5b), suggesting that these genes have mediated core functions in this cell type since the emergence of the first lung ~400 million years ago^4^. 

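Of the paper's 57 alveolar orthologs, 37 had their highest lung expression in alveolar cells over the freshwater animals, with 28 in freshwater animal 1 and 36 in freshwater animal 3 taken alone. Vascular endothelial cells held the highest level of 5, and macrophages, goblet cells and ciliated cells of 3 each. The transcription factor gene *mecom* (Gene18492) had nearly equal levels in goblet cells, with 224 ± 91.1 CPM (SD, n = 2), in ciliated cells, with 216 CPM, and in alveolar cells, with 213 CPM. The receptor tyrosine kinase gene *met* (Gene3792) was at 66.4 ± 6.11 CPM (SD, n = 2) in alveolar and 21.8 CPM in goblet cells, and the surfactant lipid transporter gene *abca3* (Gene4355) at 24.3 ± 9.29 CPM (SD, n = 2) in alveolar cells and 9.48 CPM in immune cells with *f13a1*. Of the 57 IDs 12 had no count in batch A. The authors chose the list on these samples, so the tally is not independent evidence. From the sharing of these orthologs with mouse and human alveolar cells, the paper proposes that they have carried core functions since early lungs.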

The genes *slc34a2* and *lpcat1* are expressed highly in alveolar cells across species. 

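Other lipid genes of the alveolar orthologs, beside *lpcat1*, also had their highest lung level in alveolar cells. The sterol enzyme gene *msmo1* (Gene12402) was at 138 ± 4.35 CPM (SD, n = 2) against 54.0 CPM in vascular endothelial cells, and *npc2* at 6967 ± 508 CPM (SD, n = 2) against 1574 CPM in goblet cells. The lysophospholipid transporter gene *mfsd2a* (Gene2180) was at 40.5 ± 57.2 CPM (SD, n = 2), with no count in the animal of batch A.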

*Slc34a2* is mainly expressed in ATII cells of human lung and plays a role in regulating phosphate levels, while *lpcat1* is essential for air breathing by mammals^99–102^. The transcription factors *gata6* and *irx2* involved in mouse lung development also showed high expression in lungfish lung (Supplementary Data 9). Furthermore, the 57 orthologs showed enrichment for phosphate symporter activity and phosphatidylcholine flippase activity (Fig. 5c), suggesting a fundamental function of phosphate metabolism across species. 

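*irx2* (Gene18171), a homeobox transcription factor, was at 10.4 ± 10.4 CPM (SD, n = 2) in alveolar cells of freshwater lungs and at 0.68 CPM in macrophages, the next class. *gata6* (Gene10511), a zinc finger factor of lung and heart development, was at 22.9 CPM in alveolar cells, behind smooth muscle cells with 31.3 ± 44.3 CPM (SD, n = 2) and ciliated cells with 24.2 CPM. The ID of *gata6* had no count in batch A, so its level comes from freshwater animal 3.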

Macrophages of the lung are a major cell type for defense. 

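In this shared set, the granule protease *prss57* (Gene5225) was highest in macrophages of both tissues, with 92.5 ± 23.1 CPM (SD, n = 2) in lung and 538 ± 842 CPM (SD, n = 5) in gill macrophages of freshwater animals. The leukocyte phosphatase gene *ptprc* (LZX-CL1234.Contig13-All-g) was highest in unclassified lymphoid cells of the lung, with 96.8 ± 61.1 CPM (SD, n = 2), next to macrophages with 89.0 CPM. The actin regulator *coro1a* (Gene2277) was likewise highest in unclassified lymphoid cells, with 30.8 ± 43.5 CPM (SD, n = 2), and had no count in batch A. The kinase gene *mapk11* (Gene3579) was highest in unclassified epithelial cells of the lung and unclassified immune cells of the gill, and *xbp1* (Gene12104), a factor of the secretory stress response, in alveolar cells of the lung and goblet cells of the gill. Granulocytes did not form a class in the lung.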

We found that the zebrafish, lungfish, mouse, and human express a shared gene set with high expression level in granulocyte and other immune cells (Fig. 5d; Supplementary Fig. 5i–k).

We also noted cell type diversification in the lung atlas of the African lungfish and humans (Supplementary Data 10). The downregulated DEGs included the pulmonary surfactant proteins (*SFTPB*, *SFTPA1*, *SFTPA2*, and *SFTPC*) that play a role in maintaining alveolar structural stability and immune response^103^ (Fig. 5e). Many other genes with immune cell type expression and function (Fig. 5e), such as calcium-binding protein S100A8 and S100A9^104^, apolipoprotein APOE and APOC1^105^, cell surface protein CD74^106^, were also downregulated DEGs in the West African lungfish.

We next considered cell type conservation and diversification of the West African gill by comparing its freshwater atlas with the zebrafish and Atlantic salmon. We found that ionocyte cells, vascular cells, lymphoid cells, T cells, and macrophages exhibited high similarity across these species (Fig. 5f; Supplementary Fig. 5g; Supplementary Fig. 6a), suggesting that the greatly reduced gills of the West African lungfish^9^ retains major functions such as osmoregulation, material transportation, and immunity. Gill ionocyte cells play a dominant role in osmotic and acid-base regulation in fish metabolism. 

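Of the paper's 40 ionocyte orthologs, 30 had their highest gill expression in an ionocyte type over the freshwater animals, 15 in each type, and 17 to 24 in single animals. Among the transcription factors, *thrb* (Gene5382), a thyroid hormone receptor, was highest in ionocytes, with 63.8 ± 48.8 CPM (SD, n = 5); a second ID (Gene11629) was at 39.2 ± 31.3 CPM there. *grhl1* (Gene2024), a factor of epithelial barriers, was highest in unclassified epithelial cells, with 129 ± 66.0 CPM (SD, n = 5), and ionocytes had 92.8 CPM. *gcm2* (Gene11029) was highest in Epithelial_Ca cells, with 133 ± 75.3 CPM (SD, n = 2), against 49.7 CPM in ionocytes, and *nfib* (Gene8816) in endothelial cells, with 108 ± 47.4 CPM (SD, n = 4), against 63.9 CPM in ionocytes. Of the 40 IDs 15 had no count in batch A, *thrb* Gene5382 among them, so freshwater animal 1 enters their means as 0. The authors chose the list on these samples, so the tally is not independent evidence.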

We found the ionocyte cells in lungfish gills shared 40 orthologs including four transcription factors (*grhl1*, *thrb*, *gcm2*, and *nfib*) (Supplementary Data 9). Among them, *grhl1* and *nfib* play a role in development, and *cftr*, *slc25a3*, *sgk2,* and *rhcgl1* play a role in ion transport of chloridion, phosphate, potassium, and ammonia (Fig. 5g). 

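Among *cftr*, *slc25a3*, *sgk2* and *rhcgl1*, the chloride channel gene *cftr* had the widest gap between ionocytes and the next gill class. *sgk2* (LZX-CL10000.Contig1-All-g), a kinase that regulates ion channels, was at 55.7 ± 37.5 CPM (SD, n = 5) in ionocytes and 37.3 CPM in DMRT2 ionocytes. The mitochondrial phosphate carrier gene *slc25a3* (Gene22145) was at 132 ± 141 CPM (SD, n = 4) in DMRT2 ionocytes and 110 CPM in ionocytes. The ammonia transporter gene *rhcgl1* (Gene17872) was highest in basal epithelial cells, with 50.4 ± 86.1 CPM (SD, n = 4), and DMRT2 ionocytes had 27.8 CPM. The ATP synthase genes *atp5mc1*, at 1459 ± 967 CPM (SD, n = 5) in ionocytes, and *atp5f1b* (Gene15494), at 1441 ± 1006 CPM (SD, n = 4) in DMRT2 ionocytes, were the most abundant of the list. *rhcgl1* and both ATP synthase genes had no count in any batch A library, so freshwater animal 1 enters their means as 0.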

A comparison between all cell types in the gill atlases of the West African lungfish and Atlantic salmon, revealed 5253 DEGs (3,486 upregulated and 1,767 downregulated) in the West African lungfish (Fig. 5h; Supplementary Data 11). The genes upregulated included immune genes such as *ilf3* and *skp1* of the innate immune system^107,108^ and genes associated with actin dynamics (*cfl1*, *cotl1*, and *capza2*). Genes downregulated in the gill included the collagens *col1a1a*, *col1a2*, and *col10a1a* (Fig. 5h). Taken together, genes downregulated in the West African lungfish gill likely play a role in the basic structure and function of gill, hinting at its relatively simple structure compared the gills of ray-finned fishes. The immune genes upregulated may reflect that it has external gills that are exposed to the environment. In contrast, the internal gills of the Atlantic salmon are separated from the environment by its gill slits^109^.

## Discussion

In this study, we employed single-cell RNA-sequencing to construct a cell-type transcriptome atlas of the West African lungfish lungs and gills. The cell type atlas showed a cellular diversity of respiratory organs in agreement with the literature, including alveolar epithelium cells of the lung and ionocyte cells of the gill epithelium^37,50^. While previous studies comparing lung and gill cell types of African lungfishes were exclusively morphological^37,87,110–113^, our single-cell transcriptome lens allowed a finer picture. We identified a single alveolar epithelium cell type, supporting morphological data^37^. Together with an amphibian lung scRNA-seq study^44^, the data support that two distinct alveolar epithelium cell types are an amniote innovation^28,90^. It is important to note that current approaches to characterize cell types rely heavily on published markers from model animals. That is, particularly West African lung fish cell types can be hard to classify or even identify (e.g., CTSG_high cells in the gills with high levels of the antimicrobial protein cathepsin G in Fig. 1c).

Our dataset revealed that establishing the immune cell repertoire of the West African lungfish requires further studies. Two factors contribute to this interpretation. First, immune cells in the circulation may overestimate immune cell content. Biological replicate experiments where we introduced additional washing steps to remove blood revealed a pronounced reduction in immune cell number in the gill but not the lung. Secondly, lung immune cells in our dataset are likely solely intraepithelial in origin because the lung samples were prepared using *Bacillus licheniformis* protease (see^114^), an enzyme that does not dissociate immune cells from the lamina propria. Given these limitations, future studies should further optimize methods for isolating lungfish respiratory compartments (e.g., see refs. ^115,116^). Despite possibly not capturing the full gill and lung immune cell repertoire, we profiled the organs cell type landscape.

We employed our cell-type atlas to profile the lung and gill of the West African lungfish during terrestrialization (at the maintenance stage, 33 days after cocoon formation in dry mud). This effort revealed gene expression in broad agreement with the reversible morphological and physiological changes reported in the literature^9^—in particular, the remarkable regression (and ceased CO_2_ gas exchange) of gills coupled with expansions and vascularization of the lungs to facilitate exclusive O_2_ and CO_2_ gas exchange. These results provide an impetus for generating scRNA transcriptome atlases from the remaining four terrestrializating lungfish species (three *Protopterus* spp. and *Lepidosiren paradoxa*), as well as the non-terrestrializating Australian lungfish (*Neoceratodus forsteri*), to cover the continuum of terrestrial dormancy in lungfishes.

Evidence is emerging that cell types are more suitable ‘evolutionary units’ than tissues or organs^29,44,91^. Single-cell transcriptome atlases of many vertebrates are now available^28,44,90–92^. We performed cross-species integration to compare the cellular repertoires of fully terrestrial mammal lungs (human and mouse), the gills of teleost ray-finned fishes (zebrafish and Atlantic salmon), and the swim bladder of the zebrafish to the West African lungfish. Some basal freshwater ray-finned fish species have a respiratory swim bladder for air-breathing (e.g., the bowfin and gars), while the swim bladder of most fishes (e.g., zebrafish examined here) has been repurposed to strictly facilitate buoyancy or act as a sensory organ^7^. Our cell type-level transcriptome analysis suggests that: (1) despite more than 400 million years of evolution, there is broad homology between the swim bladder of ray-finned fishes and lungs of fully terrestrial tetrapods and the West African lungfish—in agreement with the literature^2,5,6^; and (2) although regressed compared to the internal gills of ray-finned fishes, the external lungfish gills retain major functions such as ion regulation and gas exchange.

In conclusion, we have constructed the first single-cell transcriptome atlas of a lungfish, that of the West African lungfish (*Protopterus annectens*). We show that the atlas is suitable for the juxtaposition of the respiratory organs of lungfish and cross-species analysis. The atlas provides a rich resource for understanding the evolution and adaptations of the vertebrate respiratory system.

## Methods

### Ethics and experimental animals

This study was performed in accordance with the guideline of the national and organizational stipulation. All the process of animal transportation, feeding, the terrestrialization experiment and all aspects of the animal experiments (including animal killing and dissection) were approved by the Institutional Review Board on Ethics Committee of BGI (NO. FT19057-T1). All the West African lungfish (*Protopterus annectens*) samples (weight 67–106 g, body length ~30 cm) were purchased from an aquarium market in Guangzhou, China, and kept in oxygen-rich water during transportation to our laboratory. All the specimens were about 2 years old. There were 11 experiment animals used in our study, including 7 animals in freshwater group and 4 animals in terrestrialization group. In terrestrialization group, three animals were sampled lung and gill tissues to perform scRNA-seq, and lung and gill from another animal were used to perform H&E stain and in situ hybridization. In freshwater group, six animals were sampled lung and gill tissues to perform scRNA-seq, of which three lung tissues were used to perform preliminary experiment, and the other three lung tissues and six gill tissues were used in the formal experiment and sequencing. One animal in freshwater group was used to perform H&E stain and in situ hybridization. The detailed information on libraries and animals was in Supplementary Data 1. We did not sex the specimens.

### Terrestrialization experiment

All West African lungfish specimens were kept in three plastic tanks (W25 cm × L30 cm × H35 cm) with aerated tap water for a week to fit the lab environment. The water was kept at 20 cm, and half was changed daily. For the African lungfish terrestrialization experiment, we prepared two additional plastic tanks and dried mud to build a terrestrialization environment. Fine, dried mud was purchased from a garden shop. We used adequate aerated tap water to soak the dried mud (20 kg × 3 tanks) for two days to keep it completely wet^73^. The height of the mud should be at least 15 cm. The West African lungfish were both kept in each tank for 33 days. We sprayed a little water (about 20 ml) on the surface when the mud cracked. All the specimens were not provided with food after the commencement of the experiment.

### Tissue collection and cell preparation

On day 34, we prepared the terrestrialized and freshwater samples and performed the subsequent process. For the terrestrialized lungfish, we dug it out of the mud and rinsed off any remaining mud with water. All specimens were killed by a blow to the head. Dissection and tissue collection were finished within 30 min and performed on ice. Briefly, the ventral body wall was opened and the liver, gall bladder, and digestive tract were separated and removed. Another scalpel splits the mucous membrane tissue from the spine and kidneys. Clamped paired lungs were clipped nearly to the throat and immediately put into the ice-cold PBS solution in a culture dish. The paired gills were also clamped and lifted by tweezers, the junction of the branchial arch was cut off using a scalpel, and the gills were put into ice-cold PBS. All tissues in PBS were visually inspected, and visible blood clots and muscular tissue were removed by using a scalpel.

After the tissue collection, tissue disaggregation and enzymatic dissociation were performed independently. Following dissociation, the resulting suspension was passed through a 40 μm filter (BD # 352340), and the filter was washed with 2 ml cold PBS to ensure efficient digestion and sufficient collection. The filter suspension was transferred to a 15 ml centrifuge tube and centrifuged at 4 °C with 300*g* for 5 min. Then the supernatant was removed, and the centrifugation sediment was washed with 5 ml PBS + 0.04%BSA and centrifuged again (4 °C at 300*g* for 5 min), and the centrifugation sediment was rewashed with 5 ml PBS + 0.04%BSA. After the centrifugation, the cell pellets were re-suspended in 300 μl PBS + 0.04%BSA. All samples were stained, and cell viability was measured using Trypan Blue (Invitrogen) and manually counted using a hemocytometer (INCYTO). The cell suspension concentration was reconstituted to 1000 cells per µL in DPBS for DNBelab C4 system library preparation.

*Lung*. The fresh lung samples were cut into 1 cm pieces and washed with 2 ml cold PBS solution 3–5 times. Then the samples were minced into small pieces in PBS solution on a dish with sterilized scissors on ice (within 5 min). About 0.5 g tissue mixture was picked and transferred into three 5 ml centrifuge tubes with 2 ml digestion buffer containing 10 mg/ml Bacillus licheniformis protease (Sigma #P5380), 0.5 mM EDTA in cold DPBS. The tissue digestion was performed at 25 °C with gentle shaking for 30 min. Then the cell suspension from three tubes was mixed for filtering.

*Gill*. The fresh gill samples were washed with 2 ml cold PBS 3–5 times and minced into small pieces on a dish in PBS on ice (within 5 min). Then the gills were transferred to 5 ml centrifuge tubes with 2 ml dissociation enzymes containing 13 Wünsch units/ml liberase TL enzyme mix (Roche #05401020001) in cold DMEM. The remaining steps were the same as the lung tissues described above.

### scRNA-seq library construction and sequencing

Except for two freshwater gill samples, all single-cell RNA-seq libraries were prepared using a DNBelab C Series Single Cell Library Prep Set (MGI, 1000021082)^117^. These included 21 libraries from the lung (eleven libraries of the freshwater group and ten libraries of terrestrialized group) and 27 libraries from the gill (seventeen libraries of the freshwater group and ten libraries of terrestrialized group, libraries) were obtained. Briefly, single-cell suspensions were used for droplet generation, emulsion breakage, bead collection, reverse transcription, and cDNA amplification to generate barcoded libraries. Indexed libraries were constructed according to the manufacturer’s protocol. Libraries were constructed and the DNA nanoballs (DNBs) were loaded into the patterned nanoarrays and sequenced on a DNBSEQ-T1 sequencer at the China National GeneBank (Shenzhen, China) with the following sequencing strategy: 41-bp read length for read 1 and 100-bp read length for read 2.

Two freshwater gill libraries (FW-gill9 and FW-gill10) were generated with a 10x Genomics Chromium 3′Reagent Kit instructions (v2) and sequenced on a MGISEQ 2000 sequencer. Gill cells were resuspended in PBS with 0.04% BSA and loaded into a 10x Genomics Chromium cell controller to generate a library for sequencing (28 base pairs for read 1 and 98 for read 2).

### Single-cell RNA-seq data processing

The raw sequencing data were mapped to the West African lungfish genome (https://figshare.com/articles/dataset/The_gff_file_cds_file_and_pep_file_of_the_African_lungfish_genome/13725901)^4^, of which gene sets were extended and supplemented using transcriptome data manually, by Cell Ranger v3.0.2 (raw data generated using the Chromium Single Cell 3’ v2 kit) and DNBelab C Series scRNA analysis software (MGI)^118^ respectively. A gene expression matrix was processed by SoupX^119^ to remove cell-free mRNA contamination. Next, we filtered cells with detected gene numbers of less than 200 or more than 5,000 and predicted doublets using DoubletFinder^120^, removing 3% of the most similar cells.

After basic qualification, we mainly used Seurat v4^35^ for further analysis. For each library, we performed normalization, scaling, and identified variable genes using the function *SCTransform* and then integrated all data from the same tissues. We set the normalization.method as “LogNormalize” for lung data and “SCT” for the gill data when running the *FindIntegrationAnchors* function. Next, we ran principal component analysis (PCA) on integrated objects using *RunPCA* with “npcs = 30” and reduced dimensions with the Uniform Manifold Approximation and Projection (UMAP) method^36^ by calling *RunUMAP* (reduction = “pca”, dims = 1:30). Regarding clustering, we set the resolution as 0.5 in *FindClusters* and identified DEGs in each clusters by running *FindAllMarkers* with assigned criteria (min.pct = 0.25, logfc.threshold = 0.25, test.use = ”wilcox”).

We downloaded three scRNA-seq datasets from previous studies and reanalyzed them using the same pipeline described above. Of note, data from multiple libraries were integrated with the “SCT” method. The resolution to identified clusters was Atlantic salmon gill (0.5), mouse lung (0.6), and human lung (0.8). Next, we used the provided cell markers in each paper to annotate cell types and got three cell atlases: human lung (17,208 cells)^90^, mouse lung (7,549 cells)^90^, and Atlantic salmon gill (18,991 cells)^92^ (Supplementary Fig. 5a–c). Additionally, we used the original cell type definition results for the zebrafish gill (11,667 cells) and zebrafish swim bladder (15,237 cells) downloaded from the ZCL database^91^ for comparison with the other species.

### Collection of ortholog genes across species

We used diamond v0.9.14.115^121^ to perform BLAST analysis between lungfish gene sequence and protein sequence of other species. The genome assemblies used were human GRCh38.p12, mouse GRCm38.p6, zebrafish GRCz11, and Atlantic salmon ICSASG_v2. We set the BLAST parameters as: -f 6 --sensitive --evalue 1e-5 -p 1. We retained matches with sequence identity greater than 50% and denoted genes with the highest identity one-to-one orthologous.

We also mapped the West African lungfish genome to the eggnog database using emapper-2.1.3^122^. We set employed the parameters -m diamond --cpu 2 --database euk --target_orthologs one2one. All the ortholog genes can be found in Supplementary Data 12.

### Gene enrichment analysis

We used the *GSEA* function in clusterProfiler v3.14.3^123^ to perform enrichment analysis. The input genes were calculated using Seurat *FindAllMarkers*, retaining genes with *P*-values less than 0.05 and converting into human gene symbols using the ortholog data set generated above. Reference gene sets (cell type signature gene sets,C8) were downloaded from Molecular Signatures Database (MSigDB)^124^. The web tool Enrichr^125–127^ was used to further evaluate genes.

### Cell-cell communications

We extracted the metadata information and normalized the gene expression matrix from the integrated datasets of lung and gill. Then the gene names were converted into human gene symbols with one-to-one orthologous. Next, we used CellPhoneDB^65^ to infer the cell-cell communications with “cellphonedb method statistical_analysis cellphonedb_meta.txt cellphonedb_count.txt --counts-data = gene_name --threads 8”. We retained ligand-receptor pairs with a *P*-value < 0.05.

### Cross-species analysis

We subset the control group from integrated dataset of lungfish lung and gill. We first used the count matrix and normalized to compare similarities (see FC_mtx.r in the GitHub repository associated with this manuscript) and differences between species with one-to-one orthologous^27^. We selected the cell type links between species with top 5% KLD values (threshold.quantile = 0.95) and plotted violins with feature_in_thrs = 1.3.

### Statistics and reproducibility

We classified differentially expressed genes (DEGs) of the West African lungfish lungs and gills between freshwater and terrestrialization condition as follows: threshold value: *P*-value less than 0.05 and absolute log_2_-fold change greater than 0.25. In cross-species comparisons, we retained DEGs with a *P*-value less than 0.05 and absolute log_2_-fold change greater than 1. DEGs were obtained using the *FindMarkers* function of Seurat and the quotient of normalized data of the two experiment condition.

The H&E and FISH slides were repeated independently 3–5 times. The sequencing libraries for each tissue sample were repeated at least two times. The tissue from different experiment animals was repeated at least two times. All experiments were repeated independently and had consistent conclusions. The experiments were randomized, and the investigators were blinded to allocation during experiments and outcome assessment. No statistical method was used to predetermine the sample size. No data were excluded from the analyses.

### In situ hybridization

Fluorescence in situ hybridization (FISH) was conducted by the previous protocol^4^. The lung and gill filament were freshly sampled from estivated African lungfish and immediately fixed with 4% paraformaldehyde (Servicebio, #G1113) above 12 h. The tissues were dehydrated by successive steps in an ice cold 70%, 90%, 90% (v/v) ethanol (Sinopharm, #100092683) series, for 2 min per step, followed by a 5 min dehydration in neat ethanol, then embedding in paraffin. The paraffin was sliced through the Pathologic microtome (Leica, # RM2016) (5 μm), roasted for 2 h at 62 °C. Then the sample slices passed in BioDewax and Clear solution (Servicebio, G1128), pure ethanol (SCRC, #100092683) and DEPC water. The slices were boiled in the repairing solution for 10 min, naturally cooled, digested by proteinase K (Servicebio, # G1234) (20 mg/mL) at 37 °C for 15 min, washed in pure water and washed in PBS (Servicebio, #G0002) for 5 min each with three times. After digestion, the sample slices were added pre-hybridization solution (Servicebio, China) and incubated for 1 h at 37 °C, then the pre-hybridization solution was removed. For hybridization, the sample was incubated in hybridization solution (Servicebio, China) including prepared probe for marker gene (Supplementary Data 13) overnight at 40 °C. Then the slides were washed sequentially in 2 × SSC (Servicebio, China) for 10 min at 37 °C, 1 × SSC two times for 5 min each at 37 °C, 0.5 × SSC for 10 min at room temperature. The sample slides were incubated with DAPI (Servicebio, #G1012) for 8 min in the dark. Sections were imaged with an Eclipse Ci fluorescence microscope (Nikon, Japan). CaseViewer (version 2.4.0.) was used for the image screenshot and resolution adjustment.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

### Supplementary information

Supplementary Information

Peer Review file

Description of Additional Supplementary Files

Supplementary Data1-13

Reporting Summary

### Source data

Source Data

## Data Availability

The single cell RNA sequencing raw data and matrix data generated in this study have been deposited in the CNGB Sequence Archive (CNSA) of China National GeneBank DataBase (CNGBdb) under accession code CNP0003631. The processed scRNA-seq data and scRNA-seq raw data are available in the GEO database under accession code GSE240094. The cell type annotation file and updated gene annotation file are available in the Figshare [10.6084/m9.figshare.23790057]. The West African lungfish genome and annotation file are available in the Figshare [https://figshare.com/articles/dataset/The_gff_file_cds_file_and_pep_file_of_the_African_lungfish_genome/13725901]. The published scRNA-seq data of human and mouse lung used in this study are available in the GEO database under accession code GSE133747. The zebrafish gill and swim bladder scRNA-seq data used in this study are available in the GEO database under accession code GSE130487. The Atlantic salmon gill scRNA-seq dataset used in this study are available in the GEO database under accession code GSE166686. Genes related to phenotype of zebrafish swim bladder from ZFIN database used in this study are available at [http://zfin.org/search?category=Anatomy+%2F+GO&q=swim+bladder]. Reference gene sets from MSigDB for GSEA analysis are available at [https://www.gsea-msigdb.org/gsea/msigdb/human/collections.jsp#C8]. All the other related data and file are available in the supplementary files and Source Data file.

## Code availability

The code is available at Github (https://github.com/BGI-Qingdao/Lungfish_scRNA_data_analysis) and Zenodo (10.5281/zenodo.8183003). Source data are provided with this paper.

# Supplementary material for: A single-cell atlas of West African lungfish respiratory system reveals evolutionary adaptations to terrestrialization
**Source:** Nat Commun. 2023 Sep 13;14:5630. doi: 10.1038/s41467-023-41309-3
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

Description of Additional Supplementary Files Document

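Supplementary Data 1 gives the sequencing quality of each library, with the shares of reads that map to exons, introns and the sequence between genes. These shares separate the animals into the mapping batches used as a term in the tests. The table was also used to match the lung and gill of an animal, since lung and gill libraries are labelled separately.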

Supplementary Data1: QC_statistic for each library.

Supplementary Data2: Celltype DEG of African lungfish gill/lung and cell marker resource.

Supplementary Data3: GSEA result of African lungfish lung and gill cell types.

Supplementary Data4: Numbers of DEGs between aestivated(case) and freshwater(control) African lungfish lung/gill.

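Supplementary Data 4 counts the differentially expressed genes of each cell type, terrestrialized against freshwater, from tests that took single cells as replicates. A cell type with many cells can then pass small differences, and cells of an animal are not independent. Counts from sums per animal, which take the animal as the replicate, stand beside the statements on each cell class.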

Supplementary Data5: DEGs of each cell type between aestivated(case) and freshwater(control) African lungfish lung.

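Supplementary Data 5 lists the genes behind the lung counts, with a log2 fold change in which positive values mean higher expression in terrestrialized animals. The gene IDs are those of the extended gene set of the deposited counts, so that each listed ID could be looked up there. All 967 IDs of the alveolar list and all 591 IDs of the erythroid list were found. Of the erythroid list, 155 of 418 lower IDs (37.1%) and 46 of 173 higher IDs (26.6%) had no count in any batch A library (Fisher's exact test, two-sided p = 0.0169).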

Supplementary Data6: DEGs of each cell type between aestivated(case) and freshwater(control) African lungfish gill.

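Supplementary Data 6 holds the same kind of list for the gill. Freshwater animal 2, with 10x libraries, enters these comparisons on the freshwater side alone, so the kit is in part joined with the condition. Leaving this animal out of the sums gave 43 called genes in gill ionocytes. With the batch term it carries no weight in the estimate of the condition, so this count does not test the kit.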

Supplementary Data7: URLs for scRNA-seq data of other species.

Supplementary Data8: 49 genes from ZFIN.

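Supplementary Data 8 pairs the zebrafish phenotype genes with lungfish gene IDs by orthology, and the symbols follow the zebrafish names. Of the 49 IDs, 48 had counts in batch B, 49 in batch A and 41 in the 10x libraries.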

Supplementary Data9: Gene set of cross-species comparison

Supplementary Data10: DEGs between African lungfish lung (control) and human lung.

Supplementary Data11: DEGs between African lungfish gill (control) and salmon gill.

Supplementary Data12: One to one ortholog genes between African lungfish and other species.

Supplementary Data13: Marker gene probes for FISH experiment.

# Supplementary material for: A single-cell atlas of West African lungfish respiratory system reveals evolutionary adaptations to terrestrialization
**Source:** Nat Commun. 2023 Sep 13;14:5630. doi: 10.1038/s41467-023-41309-3
**Supplement:** Supplementary file 5 — Reporting Summary

Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- ☐ ☒ The exact sample size (n) for each experimental group/condition, given as a discrete number and unit of measurement
- ☐ ☒ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
- ☐ ☒ The statistical test(s) used AND whether they are one- or two-sided
Only common tests should be described solely by name; describe more complex techniques in the Methods section.
- ☐ ☒ A description of all covariates tested
- ☐ ☒ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
- ☐ ☒ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
- ☐ ☒ For null hypothesis testing, the test statistic (e.g. F , t , r) with confidence intervals, effect sizes, degrees of freedom and P value noted
Give P values as exact values whenever suitable.
- ☐ ☒ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
- ☐ ☒ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
- ☒ ☐ Estimates of effect sizes (e.g. Cohen's d , Pearson's r), indicating how they were calculated

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

Data collection	We did not used software for data cloolection.
Data analysis	https://github.com/BGI-Qingdao/Lungfish_scRNA_data_analysis

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

1.The published dataset were downloaded from the listed URLs below:

- 1)Human and mouse lung scRNA-seq data: <https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE133747>
- 2)Zebrafish gill and swim bladder scRNA-seq data: <https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE130487>
- 3)Atlantic salmon gill scRNA-seq data: <https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi>

2.The datasets of current study have been uploaded on CNGB: <https://db.cngb.org/search/?q=CNP0003631+>
 3.Genes related to phenotype of zebrafish swim bladder from ZFIN database are available at (<http://zfin.org/search?category=Anatomy+%2F+GO&q=swim+bladder>)
 4.The West African lungfish genome and annotation file are available in the Figshare [https://figshare.com/articles/dataset/The_gff_file_cds_file_and_pep_file_of_the_African_lungfish_genome/13725901]

Research involving human participants, their data, or biological material

Policy information about studies with [human participants or human data](#). See also policy information about [sex, gender \(identity/presentation\), and sexual orientation](#) and [race, ethnicity and racism](#).

Reporting on sex and gender	N/A
Reporting on race, ethnicity, or other socially relevant groupings	N/A
Population characteristics	N/A
Recruitment	N/A
Ethics oversight	N/A

Note that full information on the approval of the study protocol must also be provided in the manuscript.

Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☐ Life sciences ☐ Behavioural & social sciences ☒ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

Ecological, evolutionary & environmental sciences study design

All studies must disclose on these points even when the disclosure is negative.

Study description	We used single cell RNA-sequencing on African lungfish (Protopterus annectens) lung and gill.
Research sample	We collected total lung and gill tissue from African lungfish (Protopterus annectens) in freshwater and 33 days terrestrialization state.
Sampling strategy	All the African lungfish (Protopterus annectens) samples (weight 67g~106g, body length ~30cm).
Data collection	The sequencer performed sequencing and transmitted raw sequencing data to the server automatically.
Timing and spatial scale	Start from 2022.3, stop at 2023.5
Data exclusions	There is no data excluded from data analysis.
Reproducibility	We used more more than one samples in each group and set technical repetition.
Randomization	random selection
Blinding	<i>Describe the extent of blinding used during data acquisition and analysis. If blinding was not possible, describe why OR explain why blinding was not relevant to your study.</i>

Did the study involve field work? ☐ Yes ☒ No

Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

Materials & experimental systems

n/a	Involvement in the study
☒	☐ Antibodies
☒	☐ Eukaryotic cell lines
☒	☐ Palaeontology and archaeology
☐	☒ Animals and other organisms
☒	☐ Clinical data
☒	☐ Dual use research of concern
☒	☐ Plants

Methods

n/a	Involvement in the study
☒	☐ ChIP-seq
☒	☐ Flow cytometry
☒	☐ MRI-based neuroimaging

Animals and other research organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

Laboratory animals	All the African lungfish (<i>Protopterus annectens</i>) samples were in this size (weight 67g~106g, body length ~30cm) and about 2 years old.
Wild animals	Not wild animals.
Reporting on sex	We did not identify the gender for these samples.
Field-collected samples	Not field-collected samples.
Ethics oversight	This study was performed in accordance with the guideline of the national and organizational stipulation. All the process of animal transportation, feeding, the terrestrialization experiment and all aspects of the animal experiments (including animal killing and dissection) were approved by the Institutional Review Board on Ethics Committee of BGI (NO. FT19057-T1).

Note that full information on the approval of the study protocol must also be provided in the manuscript.

How the deposited data were processed for this re-analysis (not part of the article)

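Droplet-based single-cell RNA sequencing was made on lung and gill of West African lungfish kept in freshwater or terrestrialized for 33 days. The values used are counts of unique molecular identifiers (UMIs) per gene ID and cell barcode, in 48 libraries. To make these counts before they were deposited, the authors mapped the reads to the West African lungfish genome with a gene set extended by transcriptome data, with Cell Ranger 3.0.2 for the 10x libraries of freshwater animal 2 and the DNBelab C Series software for the others, whose file headers name PISA v0.12, v0.7-24-g333137e or v0.7-25-g4ce1e5d. The deposited counts are whole numbers without normalization. They hold barcodes outside the limits of 200 and 5000 detected genes, so the limits on genes per cell and the removal of doublets in the paper's methods come after them. The paper's methods place the removal of cell-free RNA before these limits, and whether it had been applied to the counts was not tested. The authors' tables of cell annotations, markers, orthologs and differential expression were used for gene lists, for names and as a check.

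Gene IDs were used as the authors' files give them. Symbols came from tables of the paper that pair IDs with names (marker tables, source data and Supplementary Data 8, 9 and 12), where a name is in most cases that of a human or zebrafish match; 7073 IDs had one. No ID of the counts matched the RefSeq gene table for the species, so that table was not used.

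Libraries were assigned to condition, tissue and animal by their labels and by Supplementary Data 1, which names the third terrestrialized animal as a freshwater sample in part of its entries. The library names and the paper's number of terrestrialized animals put it in the terrestrialized group. The paper's numbers of freshwater animals for lung and gill would instead match if it were freshwater. It is the only terrestrialized animal of batch B, and the effect of leaving it out is given with the alternatives. Single cells were compared between libraries of an animal and tissue to find libraries that may hold the same cells. For each pair, 300 cells with at least 400 genes were matched to the cells of the other library, and a cell counted as having a match that stands apart when its best match exceeded the next by 0.05 in cosine similarity of detected genes, weighted by rarity. From 15% of such cells on, the pair was taken to hold the same cells and the library with fewer counts was left out. The median similarity of the best match was 0.204 to 0.871 in these pairs and 0.206 to 0.421 in the others, so in the lowest of them the share of cells decides and not the median. This removed 9 libraries and left 17 of the lung and 22 of the gill.

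Cells with 200 to 5000 detected genes were kept, and the 3% of cells per library with the highest Scrublet scores were left out (scanpy 1.11.5). Log-normalized counts were integrated across animals with Seurat 5.3.0 (2000 variable genes, 30 principal components, 5 neighbours per anchor) and clustered at a resolution of 0.5. A cluster needed at least 3 markers of a cell type with a log2 fold of 1 or more over the median of the other clusters, at a pseudocount of 20 CPM, and a mean log2 fold of the markers of at least 1. Among several candidates, the 10 genes with the highest fold and at least 50 CPM decided. Claudin-high stromal and vascular smooth muscle clusters were counted with stromal and vascular endothelial cells. CD8+ T cells were to be counted with T cells, and with 2 markers no cluster could take their name. Integrated values were used for clustering alone.

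UMI counts were summed over the cells of a class in each animal, and an animal entered with at least 20 cells. Depth differed between libraries, from 2468066 to 93631196 UMIs, which limits the precision for weakly expressed genes. Levels are counts per 1000000 UMIs (CPM), as mean and SD over animals. CPM beside a log2 fold change are normalized by TMM and other CPM are not. These other CPM are taken over all IDs of a class. Since IDs absent from batch A took 39.89% of the UMIs of batch B, they are not on 1 scale across batches. Terrestrialized and freshwater animals were compared with edgeR 4.0.16 (filterByExpr, TMM, quasi-likelihood F test, Benjamini-Hochberg adjustment, threshold 0.05), with mapping batch and condition in the model, over the gene IDs detected in every batch. DESeq2 1.42.0 was run on the same sums as an alternative. The 23 lists of genes, fixed before the data were examined, were tested with camera (limma 3.58.1, preset correlation 0.01) where at least 5 members were tested, and again with an estimated correlation. Each list count was also taken with p adjusted over the list alone. For a single gene that the paper names, this list is all tested genes that it names for the comparison. Shares of cell classes were compared with exact permutation tests over animals, two-sided, with Benjamini-Hochberg adjustment over classes. Intervals for single animals are exact Poisson intervals at 95% and cover counting error only. Analyses ran in R 4.3.3 and Python 3.11.15 (numpy 2.4.6, pandas 2.3.3, scipy 1.17.1).

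The genes named in the text were chosen by a rule fixed before the data were examined. It takes every gene the paper names for a comparison, and per comparison the 5 genes with the largest log2 fold change in each direction among those past the threshold, with a mean of at least 20 CPM, the same direction within batches A and B, and a symbol. Values in the paper's tables had been seen before. The tests were tested on simulated data, with counts drawn from the means and library sizes of the real samples and 200 genes changed by known folds, for each of the 12 comparisons.

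The labels number the animals within each condition, and the same number in both conditions stands for different animals. Whether such animals deviate together from the means of their conditions was checked with correlations across genes, genes not being independent replicates. In gill ionocytes, T cells and erythroid cells each of the 3 same-numbered pairs had a correlation over 0.1, from 0.12 to 0.42, from 0.14 to 0.45 and from 0.38 to 0.57. The numbers were therefore taken to pair these samples, and the value with the number as a block stands beside a result whose call it changes. The pairing comes from these correlations alone. Gill pair 2 differs in kit and mapping batch, and lung pair 2 in mapping batch. The block does not remove these differences. Pairs 1 and 3 each share a mapping batch, and pairs with different numbers ranged from −0.64 to 0.43, from −0.69 to 0.55 and from −0.73 to 0.62 in the same classes. In gill macrophages the lowest of 3 pairs had 0.08, and the other classes had 2 pairs. This check was made after fits with and without the block had been seen.

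Before the data were examined, 164 alternatives were set. They cover the test, the normalization, the low-count filter, the batch term, the block by number, the limits on cells, doublets, the cluster resolution, erythroid genes, the thresholds, the total behind a share and each animal left out in turn. The comparisons in gill erythroid, endothelial and stromal cells, fits of all gene IDs and a fit of batch B alone were added after the data had been examined. The lung ciliated cells were not tested, since 1 animal per condition had at least 20 of them. Data of other species, ligand-receptor scores, gene set enrichment over marker genes, in situ hybridization and staining were not analysed here. Genes named *dnaaf1* and *timp4* are not reported, since no table used here pairs them with an ID. Results for some other genes of the lists are not reported here.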

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

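No test in this part was chosen after its result was seen. In 43 groups of 5 freshwater gill animals, the gap between the highest or lowest animal and the nearest other was divided by the range of the group, on the log2 scale for CPM, and set against a limit of 0.71. In 14 groups an animal lay beyond it, where chance alone gives about 1 in 20 groups. In 8 of the 14 the mapping of batch A fixed the outcome, as given below, so these 8 do not count as an excess over chance.

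Freshwater animal 3 stood apart in Epithelial_Ca cells, with 6.02% of the gill cells outside the erythroid class against 0.171% to 0.569% in the other 4 animals. Freshwater animal 5 stood apart in stromal cells, with 25.8% against 0.351% to 2.95%. Freshwater animal 1 stood apart in unclassified immune cells, with 11.1% against 0.913% to 3.09%.

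In gill T cells, freshwater animal 1 had 0 CPM of CD5 (Gene19320) against 171 to 306 CPM in the others. It had 0 CPM of IG1 (Gene18077) against 169 to 228 CPM, 0 CPM of IG2 (Gene19687) against 110 to 611 CPM, and 0 CPM of IGBP1 (Gene6975) against 45.9 to 71.1 CPM. LCP1 (Gene13869) was at 0 CPM in the same animal and at 1194 to 1748 CPM in the others, and LCK (Gene1602) was at 640 CPM against 204 to 246 CPM. In gill macrophages, freshwater animal 1 had 0 CPM of IG1 against 95.8 to 170 CPM, of IGBP1 against 36 to 66.5 CPM, and of LCP1 against 662 to 969 CPM. None of CD5, IG1, IG2, IGBP1 and LCP1 had a count in any library of batch A, to which this animal belongs, so these 8 values of 0 do not set the animal itself apart. Freshwater animal 2, whose libraries were made with the 10x kit, had 0 CPM of LCK in macrophages against 2.53 to 4.57 CPM; the 95% interval of that 0 reaches 13.6 CPM, so a difference was not detectable at this depth. Freshwater animal 4 had 221 CPM of PMP22 (Gene4271) against 81.1 to 104 CPM.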

How the results depend on the processing

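The fits of all gene IDs, the fit of batch B alone and the 3 comparisons in gill erythroid, endothelial and stromal cells were chosen after the data had been examined, and the other alternatives before. Counts are of genes past the threshold with edgeR unless DESeq2 is named, and the cause of a move was not tested unless stated.

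With the DESeq2 Wald test in place of edgeR, genes changed numbered 311 in lung alveolar cells, 75 in lung macrophages, 88 in lung vascular endothelial cells, 164 in lung erythroid cells, 228 in gill ionocytes, 186 in gill DMRT2 ionocytes, 59 in gill proliferative cells, 250 in gill T cells, 268 in gill macrophages, 195 in gill erythroid cells, 66 in gill endothelial cells and 55 in gill stromal cells, with 61 in both ionocyte types. With no low-count filter the counts in the same order were 320, 86, 113, 244, 247, 204, 109, 343, 398, 88, 121 and 84. At the paper's thresholds, applied to the unadjusted p, they were 789, 254, 320, 461, 638, 417, 229, 842, 694, 553, 222 and 262, with 175 in both ionocyte types. The values as reported are 0, 5, 0, 0, 46, 6, 0, 0, 0, 0, 1 and 0, with 3 in both ionocyte types.

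With no batch term, and likewise with all gene IDs and no batch term, edgeR called 0 genes in lung macrophages, gill ionocytes, gill DMRT2 ionocytes and gill endothelial cells, and without the term 0 genes were shared by the ionocyte types. With batch B animals only and all gene IDs, 253 genes passed in gill ionocytes, 67 in gill DMRT2 ionocytes, 30 in gill T cells, 4 in gill macrophages and 0 in gill endothelial cells; this fit holds 1 terrestrialized animal, which is assumed to vary like the freshwater animals. With cells of at least 300 genes, 1 gene passed in lung vascular endothelial cells. With doublets kept, 0 passed in gill endothelial cells. At resolution 1.0, 1 gene passed in gill T cells. With erythroid cells in the total, the gill immune share differed by 32.5 points and passed the test, against 15.3. With all animals in place of the freshwater ones, 30 of the alveolar orthologs, 4 of the selected lung genes, 23 of the ionocyte orthologs and 3 of the conserved macrophage genes in the lung had their highest level in the class the paper lists them for, against 37, 5, 30 and 2.

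With the replicate block, the sample number in place of the batch term, 26 genes passed in lung vascular endothelial cells, 4 in gill ionocytes, 0 in gill DMRT2 ionocytes, 2 in gill proliferative cells, 0 in gill endothelial cells and 1 in gill stromal cells. Freshwater animals 4 and 5 have no partner and carry no weight in that fit, nor does the terrestrialized lung sample of batch B. The lung samples numbered 2 come from batch A in terrestrialized and from batch B in freshwater animals. Mapping batch is thus in part joined with the condition, and the lung results of this fit cannot tell them apart. In gill ionocytes, T cells, macrophages and erythroid cells the samples numbered 2 differ in kit, so the kit is in part joined with the condition. The cilia list in lung alveolar cells turned to a median of −2.41 and a ranking down that passed, against −0.08 with a ranking up that did not pass. In gill ionocytes, T cells and erythroid cells, where the numbers were taken to pair the samples, the block ended the calls of 8 named ionocyte genes and brought nuclear oxidative phosphorylation genes in ionocytes and red cell genes in erythroid cells past the test; it changed no other call there. In the other classes same-numbered samples share a number alone, with correlations across genes, genes not being independent replicates, of −0.69 to 0.55 in lung alveolar cells, −0.39 to 0.33 in lung macrophages, −0.55 to 0.41 in lung vascular endothelial cells, −0.69 to 0.59 in lung erythroid cells and 0.08 to 0.42 in gill macrophages.

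Leaving out each animal in turn gave 0 to 18 genes in lung alveolar cells (11 without freshwater animal 1, 12 and 18 without terrestrialized animals 1 and 2) and 8 to 250 in lung macrophages (250 and 92 without freshwater animals 1 and 3, and 8, 18 and 36 without terrestrialized animals 1, 2 and 3). The range was 0 to 382 in lung vascular endothelial cells (382 and 147 without freshwater animals 1 and 3, 40 and 122 without terrestrialized animals 2 and 3) and 0 to 64 in lung erythroid cells (64 and 52 without terrestrialized animals 1 and 2). Without a freshwater animal the lung holds 1, and that lone sample is assumed to vary like the terrestrialized animals. Gill ionocytes ranged from 4 to 46 (30 and 4 without freshwater animals 4 and 5, and 23, 24 and 13 without terrestrialized animals 1, 2 and 3) and DMRT2 ionocytes from 0 to 19 (19 and 0 without freshwater animals 1 and 4, and 10, 2 and 1 without terrestrialized animals 1, 2 and 3). Gill proliferative cells ranged from 0 to 1 (1 without freshwater animal 3 or terrestrialized animal 1), T cells from 0 to 3 (3 without freshwater animal 1, 1 without terrestrialized animal 1), erythroid cells from 0 to 3 (3 without terrestrialized animal 1) and stromal cells from 0 to 1 (1 without freshwater animal 5). Gill endothelial cells ranged from 0 to 3, with 3 without terrestrialized animal 1 and 0 without freshwater animal 1, 4 or 5 or terrestrialized animal 2 or 3, and gill macrophages gave 0 throughout. The ionocyte types shared 0 to 11 genes (11, 5, 0 and 0 without freshwater animals 1, 3, 4 and 5, and 5 and 1 without terrestrialized animals 1 and 3). The alveolar orthologs highest in alveolar cells ranged from 28 to 36 (28 without freshwater animal 3), the ionocyte orthologs from 24 to 28 (24 and 27 without freshwater animals 1 and 3), the conserved macrophage genes in the lung from 2 to 3 (3 without freshwater animal 3) and the respiratory phenotype genes highest in lung alveolar cells from 3 to 7 (7 without freshwater animal 3).

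Size factors of the DESeq2 type in edgeR, the 10x animal left out, erythroid genes left out, the mean of libraries and all gene IDs with the batch term moved none of these counts by over 1.5 times. The gill immune share kept its direction with each animal left out, at 5.5 to 27.0 points, as did the immune share of gill over lung, at 28.9 to 45.2, and no single class share passed. Over all alternatives, named genes kept direction and side of the threshold in 793 cases, lost the call in 75 and gained it in 17. Lists did so in 1330, 49 and 18 cases and turned in 1, and the estimated correlation ended 14 list calls. The comparison in lung ciliated cells and its alternatives were not run, since 1 animal per condition had at least 20 cells. Depth limits the weakly expressed genes, which the low-count filter left out; it kept 2520 genes in gill endothelial cells and 19245 in lung alveolar cells. Of simulated 4-fold changes the test recovered 0% in lung macrophages and lung erythroid cells, 2.27% in lung endothelial cells and 11.1% to 48.3% in the gill classes, and the lung comparisons hold 3 and 2 animals.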

Differences from the paper's values

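Every alternative named in this part was set before the data were examined, apart from the fits of all gene IDs and the 3 comparisons in gill erythroid, endothelial and stromal cells. The paper tested single cells as replicates, at a p of 0.05, for which it states no adjustment, and an absolute log2 fold change of 0.25. Here animals were the replicates and p was adjusted, so the counts stand at different thresholds. The alternative at the paper's thresholds applies these limits to the unadjusted p and the fold. In this part a count is said to differ where the larger is over 1.5 times the smaller, so that counts short of this can be far apart in number. A log2 fold change is said to differ where the signs are opposite or the gap exceeds the SE of the comparison here, which is 0.86 for ND5, 0.52 for SLC34A2 and 1.91 for APOE. The paper's numbers of freshwater animals are 3 for the lung and 6 for the gill, and the library labels give 2 and 5.

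In lung alveolar cells the paper's counts are 328 genes higher and 639 lower in terrestrialized animals, and edgeR called 0 and 0 here, with 362 and 427 at the paper's thresholds, a setting under which neither differs by over 1.5 times; under the other alternatives both differ. In lung erythroid cells the paper's counts are 173 higher and 418 lower, against 0 and 0 from edgeR. With the paper's thresholds, at 162 and 299, neither differs, nor does the higher count with no low-count filter, at 119, and the others differ. Here too the genes with an unadjusted p under 0.05, 461 of 11971, were below the share that chance gives. In gill T cells the paper's counts are 489 higher and 891 lower, against 0 and 0 from edgeR, and at the paper's thresholds the lower count, 601, does not differ by over 1.5 times while the higher count, 241, does. In gill macrophages the paper's counts are 426 and 569, against 0 and 0 from edgeR, and at the paper's thresholds the higher count, 326, does not differ while the lower count, 368, does. Under the other alternatives the counts of T cells and macrophages differ.

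Under every alternative the counts of 5 more classes differ. In lung macrophages the paper's counts are 237 higher and 557 lower, against 0 and 5, with up to 109 and 156 under the alternatives. In lung vascular endothelial cells they are the paper's 362 and 619 against 0 and 0, with up to 181 and 201. In gill ionocytes they are the paper's 765 and 1552 against 26 and 20, with up to 278 and 360. In gill DMRT2 ionocytes they are the paper's 769 and 1130 against 3 and 3, with up to 170 and 247. In gill proliferative cells they are the paper's 523 and 1190 against 0 and 0, with up to 78 and 151. The paper's number of lower genes shared by both ionocyte types is 867, against 2 here and 0 to 90 under the alternatives, all of which differ. For the comparisons added after the data had been examined, with no alternative set before, the paper's counts are 407 higher and 692 lower in gill erythroid cells against 0 and 0, 518 and 1202 in gill endothelial cells against 1 and 0, and 568 and 621 in gill stromal cells against 0 and 0. For these classes the unadjusted p was under 0.05 for 163 and 390, 75 and 147, and 90 and 172 genes, and DESeq2 called 133 and 62, 16 and 50, and 17 and 38.

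The paper's number of lung cells is 53605, and 81707 were kept here; with cells of at least 300 genes, at 70791, the numbers do not differ by the same measure, and with doublets kept, at 84234, they do. The paper's log2 fold change of ND5 in lung alveolar cells is −0.97, against −2.27. It does not differ without freshwater replicate 2 of the lung labels (freshwater animal 3), at −1.29, or without terrestrialized replicate 3, at −1.30, and differs under the others, which reach −3.52. For SLC34A2 the paper's value is −0.25, against 0.10. The signs are opposite and the gap is within the SE. It does not differ with no batch term, at −0.05, without freshwater replicate 2, at −0.41, without terrestrialized replicate 1, at −0.05, or without terrestrialized replicate 3, at −0.41, and differs under the others. For APOE in alveolar cells the paper's value is 0.76, against −1.26. By the SE of 1.91 it does not differ with no batch term, at 2.19, without terrestrialized replicate 1, at 0.65, or without terrestrialized replicate 2, at 0.70, and differs under the others. The fit of all gene IDs with no batch term, chosen after seeing the values, gave 2.14 for APOE, which does not differ. In that fit edgeR called 0 genes, as in the main fit, so neither calls any of the 967 IDs of the paper's alveolar list.

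Several genes the paper calls passed here under another setting alone. DESeq2 called PRDX1 in alveolar cells, APOE in lung macrophages, and CD59 and CXCL2 in gill macrophages. With no low-count filter edgeR called ND5 in alveolar cells, APOE in lung macrophages, and CD59 and CXCL2 in gill macrophages, and without freshwater animal 1 it called APOE in lung macrophages. The paper's thresholds passed ND5, ATP6V0B and PRDX1 in alveolar cells, APOE in lung macrophages, CD59 in gill T cells and macrophages, LCK in T cells and CXCL2 in macrophages.

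The paper states that electron transport genes were lower in alveolar cells. Of the nuclear genes of oxidative phosphorylation tested here 17 of 25 had a positive log2 fold change, with a median of 0.26, while ND5, ATP6V0B and SDHC from the paper's own list had −2.27, −0.91 and −0.13. The other genes of that list, UQCRFS1, COX7A2, COX8A and ATP5MC1, had no count in batch A and were not tested in every batch. It states that lower genes shared by the ionocyte types were enriched for mitochondrial location. The list of nuclear oxidative phosphorylation genes is another set, of which 26 of 44 IDs had counts in batch A. Of its tested genes 19 of 24 were positive in ionocytes and 13 of 24 in DMRT2 ionocytes, so they do not test that statement. The transcript ND5, whose name is uncertain, had a negative log2 fold change in both types. It states that genes lower in ionocytes alone were enriched for ion transport; the ion transport list was not limited to such genes and had 7 of 10 negative, with a median of −0.14 that did not pass. In proliferative cells it states lower antioxidant and mitochondrial genes, and 6 of 10 and 13 of 23 of the tested genes were positive, while 7 of the 8 genes it shows were negative in batch B. The paper states more lower than higher genes across cell types. This held for unadjusted p in all 12 classes, but in the 4 lung classes such genes were fewer than chance alone gives. DESeq2 called more higher genes in the 4 lung classes and in gill erythroid cells.

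The paper states higher VEGFA in alveolar cells of freshwater lungs, and the log2 fold change here was 0.16, against −0.88 for NRP1, the same direction as the paper's. It states higher NRP1 in gill endothelial cells of terrestrialized animals, against −1.08 here, while VEGFA in gill stromal cells had 0.10. It states lower CD5 and LCP1 in most gill immune cells, and in T cells these had 0.94 and 0.20 in the fit of all gene IDs, which rests on terrestrialized animal 3, and 2.15 and 0.26 in macrophages. With no batch term that fit gave −0.47 and −1.07 in T cells and 0.28 and −1.09 in macrophages; the 0 counts of batch A, which holds 2 of 3 terrestrialized and 1 of 5 freshwater animals, push such IDs down there, so these signs decide nothing. In T cells CD59, LCK and CD226 had −1.18, −0.55 and −0.51. The paper states higher CCDC39 in ciliated cells after terrestrialization. Within batch A the gene was at 1295 CPM in the freshwater animal and at 730 and 866 CPM in the terrestrialized animals. Within batch B it was at 51.1 CPM in freshwater animal 3 and 707 CPM in terrestrialized animal 3. Other axoneme genes were also low in freshwater animal 3, so the name of its ciliated class is uncertain.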

Other observations

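Among the tests in this part, those on the erythroid share, on erythroid RNA among the ionocyte genes and on other splits of the animals were chosen after the result had been seen.

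APOE (Gene17691), which carries lipids out of macrophages, had a positive log2 fold change in each of the 8 gill classes and in 2 of 4 lung classes, beside the endothelial and lung macrophage values given with the claims. In gill T cells the level was 147 ± 188 CPM (SD, n = 3) in terrestrialized and 48.2 ± 32.3 CPM (SD, n = 5) in freshwater animals, a log2 fold change of 2.49 (SE 0.33, adjusted p = 0.393 from edgeR; 6.1e-11 from DESeq2). In gill erythroid cells it was 2.54 (SE 0.42, adjusted p = 0.301 from edgeR; 1.26e-07 from DESeq2) and in DMRT2 ionocytes 1.87 (SE 0.33, adjusted p = 0.0686 from edgeR; 2.53e-05 from DESeq2), positive within both batches in these classes. Gill macrophages, which hold the most APOE, had 39269 ± 31666 CPM (SD, n = 3) and 17273 ± 6053 CPM (SD, n = 5). In alveolar cells the value was −1.26 (SE 1.91), with −3.19 within batch A and 4.55 within batch B, and the alveolar cluster with APOE among its leading genes held 33.6% of the alveolar cells in freshwater animal 1, 2.24% and 17.8% in terrestrialized animals 1 and 2, 2.71% in freshwater animal 3 and 17.9% in terrestrialized animal 3.

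The mitochondrial transcript ND5 (LZX-CL8066.Contig1-All-g), whose name is uncertain, had a negative log2 fold change in each class tested. Gill stromal cells had −2.70 (SE 0.58, adjusted p = 0.475 from edgeR; 0.000992 from DESeq2) and gill macrophages −2.06 (SE 0.55, adjusted p = 0.286 from edgeR; 0.0117 from DESeq2), with −1.53 within batch A and −2.51 within batch B. T cells held 12125 ± 11914 CPM (SD, n = 3) and 56969 ± 59266 CPM (SD, n = 5). In gill endothelial and erythroid cells the values within batch A were 0.02 and 0.02, so the direction did not hold there. In gill erythroid cells 5 of 6 myeloid markers were positive, with a median of 1.93, 2.91 within batch A and 0.61 within batch B (camera adjusted p = 0.000123, and adjusted p = 0.515 with an estimated correlation).

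In the paper's alveolar list more genes are lower than higher. Of its lower IDs 377 of 639 (59%) had no count in batch A, against 3 of 328 (0.915%) of its higher IDs, a difference of 58.1 percentage points (Fisher's exact test, two-sided p = 2.66e-87), which is in line with the surplus coming from IDs that the mapping of batch A did not count; among the IDs with counts in batch A the list holds 262 lower and 325 higher. A change with terrestrialization within each batch stays open: of the lower IDs tested in every batch 61.8% (SE 3.05) were lower within batches A and B, but 58.6% (SE 2.75) of the higher IDs were higher, and 33.7% of the IDs outside the list were lower within both. The SEs treat genes as independent, and the listed IDs were chosen on the same samples. Within batch B, where the absent IDs were counted, 263 of 377 were lower in terrestrialized animal 3 than in freshwater animal 3, with a median log2 ratio of −0.22, and this rests on 1 animal per condition.

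Hemoglobin and heme genes lay on the lower side in terrestrialized animals in classes other than erythroid cells, and camera's calls of the list were lost with an estimated correlation. Free RNA from erythroid cells may account for this, and the test of it does not decide, since in 52% of 98 sums outside erythroid cells the ratio of HBA2 to HBB lay within 2 times of that in the erythroid cells of the same animal. The mean erythroid share was lower in terrestrialized animals in 4 of 4 combinations of batch and tissue. That describes the suspensions and cannot decide whether a lower share lowers these genes in other classes. Lung and gill come from the same animals, so the 4 combinations are not independent. Whether the erythroid share reflects blood left in the tissue or the animals themselves was not tested.

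The 46 genes called in gill ionocytes are the largest set of any class in the main edgeR fit. DESeq2 called 228 genes there, fewer than the 311 in lung alveolar cells, 268 in gill macrophages and 250 in gill T cells. Erythroid RNA as the whole cause is argued against, since 3 of the 46 had their highest freshwater level in erythroid cells. RNA from the other gill classes cannot be told apart from a change in the ionocytes: 26 of the 46 (56.5%) had in the other gill cells under 50% of the log2 ratio seen in ionocytes and 4 at least as much, and 6 were highest in an ionocyte type. Of 55 splits of the 8 animals into 3 and 5, 1, the real one, called 46 genes, and the highest of the others called 10. Many of these splits divide the mapping batches in another way than the real one, so they cannot exclude chance. Among the 8 splits that part every same-numbered pair the others called 0 to 10, and 8 splits are too few for a share under 0.05. A change with terrestrialization stays open, as does the small number of animals, with 4 genes called under the block by sample number.

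In DMRT2 ionocytes 1 of 34 splits, the real one, called as many as 6 genes, and the highest of the others called 2. These splits also divide the batches in other ways, so chance stays open here as well. The block by sample number called 0 genes, and the fits without freshwater animal 4 and without terrestrialized animal 3 called 0 and 1. Chance cannot be excluded in gill endothelial cells either, where 3 of 34 splits called at least 1 gene and the highest of the others 2. In proliferative cells (34 of 34 splits at 0 or more; highest of the others 2), T cells (55 of 55; 5), macrophages (55 of 55; 1) and erythroid cells (55 of 55; 4) edgeR called 0 genes, so every split calls as many and the splits decide nothing; 78 to 326 higher and 151 to 601 lower genes had an unadjusted p under 0.05, and DESeq2 called 20 to 133 higher and 39 to 177 lower. Among the 8 splits that part every same-numbered pair, the highest of the others called 1 gene in T cells and 2 in erythroid cells. The split that follows batch A could not be fitted with the batch term and is not counted.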
